# Type 2 cytokines sensitize human sensory neurons to itch-associated stimuli

**DOI:** 10.3389/fnmol.2023.1258823

**Published:** 2023-10-05

**Authors:** Madison R. Mack, Yannick Miron, Fanny Chen, Paul E. Miller, Annie Zhang, Andrew Korotzer, Daniel Richman, Paul J. Bryce

**Keywords:** type 2 cytokines, IL-4, IL-13, IL-33, atopic dermatitis, chronic itch, sensory neurons

## Abstract

**Introduction:**

Chronic itch is a central symptom of atopic dermatitis. Cutaneous afferent neurons express receptors interleukins (IL)-4, IL-13, and IL-33, which are type 2 cytokines that are elevated in atopic dermatitis. These neuronal cytokine receptors were found to be required in several murine models of itch. Prior exposure of neurons to either IL-4 or IL-33 increased their response to subsequent chemical pruritogens in mice but has not been previously examined in humans. The objective of the present study was to determine if type 2 cytokine stimulation sensitizes sensory neurons to future itch stimuli in a fully human *ex vivo* system.

**Methods:**

We measured calcium flux from human dorsal root ganglia cultures from cadaveric donors in response to pruritogens following transient exposure to type 2 cytokines. We also measured their effect on neuronal calcium flux and changes in gene expression by RNA sequencing.

**Results:**

Type 2 cytokines (IL-4, IL-13, and IL-33) were capable of sensitizing human dorsal root ganglia neurons to both histaminergic and nonhistaminergic itch stimuli. Sensitization was observed after only 2 h of pruritogen incubation. We observed rapid neuronal calcium flux in a small subset of neurons directly in response to IL-4 and to IL-13, which was dependent on the presence of extracellular calcium. IL-4 and IL-13 induced a common signature of upregulated genes after 24 h of exposure that was unique from IL-33 and non-type 2 inflammatory stimuli.

**Discussion:**

This study provides evidence of peripheral neuron sensitization by type 2 cytokines as well as broad transcriptomic effects in human sensory ganglia. These studies identify both unique and overlapping roles of these cytokines in sensory neurons.

## Introduction

Chronic itching is the most common symptom in patients with atopic dermatitis and has a significant negative impact on patients’ quality of life (Ständer et al., 2019). The molecular mechanisms of itch have been the focus of extensive research over the past 10 years and a role for immune mediators such as cytokines and chemokines has recently emerged (Du et al., 2022). The type 2 cytokines interleukins (IL)-4, IL-13, and IL-33 are central in the inflammatory pathogenesis of atopic dermatitis (Langan et al., 2020) and implicated to play an additional role in itch sensation in murine models. The shared receptor subunit for IL-4 and IL-13, IL-4Rα, is expressed in mouse and human sensory neurons, and murine studies implicate this receptor specifically in transmitting itch sensation (Oetjen et al., 2017; Campion et al., 2019). Similarly, the IL-33 receptor subunit *IL1RL1* (ST2) is also expressed by dorsal root ganglion (DRG) neurons and was found to mediate itch associated with contact dermatitis and xerosis in mice (Liu et al., 2015; Trier et al., 2022). However, how cytokines modulate neuronal activity and whether this biology is shared between rodents and humans remains unknown.

Chemical itch is frequently categorized into histaminergic and nonhistaminergic signaling pathways. In humans, histaminergic itch signaling is largely involves H1R expressed by primary sensory neurons (Guo et al., 2022). H1R is coupled with Gq/11 protein to induce activation of phospholipase Cβ3, leading to increase of intracellular Ca^2+^ in DRG neurons via nonselective cation channel Transient Potential Vanilloid family member V1 (TRPV1). In contrast, histamine-independent signaling occurs through receptors such as MAS-related G-protein-coupled receptor X1 (MRGPRX1 in human, in mice MrgprC11), which binds a variety of itch-inducing ligands including chloroquine and the proenkephalin-derived peptide BAM8-22 (Liu et al., 2009; Sikand et al., 2011). MRGPR-mediated itch utilizes the ion channel TRPA1 for downstream signal transduction (Wilson et al., 2011). The direct pruritogenic activity of these pathways have been shown by observing scratching behaviors in mice (Ru et al., 2017) and reported itch sensation in humans (Li et al., 2021) following subcutaneous injection.

How type 2 cytokines fit into this paradigm is unclear. Initial studies in mice indicate that injection of IL-4, IL-13, or IL-33 did not provoke rapid scratching behaviors (Oetjen et al., 2017; Trier et al., 2022), unlike histamine or another cytokine, IL-31 (Cevikbas et al., 2014). However, a later study did demonstrate that IL-4 and IL-13 can induce acute scratching behavior in mice (Campion et al., 2019). An alternative hypothesis to explain the impact of these cytokines receptors on chronic itch emerged after Oetjen et al. and Trier et al. concluded that prior exposure to either IL-4 or IL-33 (respectively) altered the responsiveness of mouse neurons to subsequent pruritogenic ligands, such as histamine and chloroquine (BAM8-22) (Oetjen et al., 2017; Campion et al., 2019; Trier et al., 2022). In neuronal cell cultures, exposure to IL-4 or IL-33 primed neurons to respond to subthreshold concentrations of canonical itch ligands, suggesting that type 2 cytokines sensitize pruriceptors to subsequent stimuli. However, in part due to the challenges in obtaining human neural tissues, the relevance of these findings to human itch sensation has remained uncertain.

To better understand the mechanisms underlying this phenomenon, we tested human sensory neurons obtained from cadaveric DRG for direct responses to type 2 cytokines IL-4, IL-13, and IL-33 by visualizing intracellular calcium. Further, we tested sensitization by exposing neurons to the cytokines for 2 h prior to histamine and BAM8-22. In addition, we also measured whole-transcriptome changes in human DRG cultures after 24 h of cytokine exposure. Our findings here support the importance of type 2 cytokines in priming neurons for subsequent stimulation by pruritogens and establishes the gene expression changes occurring upon neuronal exposures to these cytokines.

## Materials and methods

All experiments were conducted on isolated human DRG (hDRG) neurons from cadaveric organ donors. All human tissues used for the study were obtained by legal consent from organ donors in the United States. Donor demographics can be found in Supplementary Table S1.

### Human dorsal root ganglia culture

Human DRGs were transferred into a dissection vessel containing a cold (4°C) proprietary dissection solution. DRGs were maintained completely submerged during dissection to remove connective tissue from the ganglia. hDRG was enzymatically dissociated as per AnaBios’ proprietary methodologies. Dissociated cells were seeded on 96-well plastic bottom plates (Corning) that had been pre-coated with poly-D-lysine. Cells were maintained in culture at 37°C with 5% CO_2_ in 200 μL DMEM/F12 supplemented with 10% horse serum (Thermo Fisher Scientific, Waltham, Massachusetts), 25 ng/mL hNGF (Cell Signaling Technology, Danvers, MA), 25 ng/mL GDNF (PeproTech, London, UK), Gem21 NeuroPlexand (Gemini Bio, West Sacramento, California) penicillin/streptomycin (Thermo Fisher Scientific, Waltham, Massachusetts). Half of the culture media was replaced with fresh media every 3 days.

### Calcium imaging

Cells were loaded with the fluorescent calcium indicator, 3 μM Fluo-8 AM (AAT Bioquest, Pleasanton, CA) in Calcium Imaging Buffer, for 30 min at room temperature in the dark. Intracellular calcium transients were measured by changes in fluorescence intensity of the Fluo-8-calcium indicator upon excitation at 480 nm and the signal emitted at 520 nm was recorded using a pcoEDGE sCMOS camera mounted on an IX71 inverted microscope (Olympus, Waltham, MA, United States). Imaging sampling rate was 0.2 Hz in time lapse mode.

### Neuronal potentiation by type 2 cytokines and chemical pruritogens

Cultures were stimulated with 500 nM IL-4, IL-13, IL-33 (R&D Systems, Minneapolis MN) or the combination of IL-4 and IL-13 for 2 h. A cocktail of inflammatory mediators—1 μM histamine (Sigma-Aldrich, St-Louis, MO), 1 μM serotonin (Sigma-Aldrich, St-Louis, MO), 100 nM bradykinin (Sigma-Aldrich, St-Louis, MO), and 1 μM prostaglandin E_2_ (Tocris Bioscience, Bristol, UK)—previously used to demonstrate peripheral sensitization in this system (Castro et al., 2019) was used as a Control Inflammatory Stimuli (CIS). Following cytokine exposure, cells were washed and then challenged with pruritogens BAM8-22 (2 μM; Tocris Bioscience, Bristol, UK) or histamine (10 μM) or TRP agonists Allyl isothiocyanate (AITC; 25 μM; Sigma-Aldrich, St. Louis, MO) or capsaicin (100 nM; Sigma-Aldrich, St. Louis, MO) for 30 s. Cells were then washed a second time and stimulated with TRPV1 agonist capsaicin (200 nM) as an assay control by direct application for 20 s.

### RNA isolation and RNA sequencing

After removing culture medium, dissociated DRG cultured neurons were immersed in RNA*later* (Thermo Fisher Scientific, Waltham, MA, United States), scraped off the plate and stored in Eppendorf Tubes at 0°C. After spinning down RNA*later* tubes with 3,000 x g for 5 min, RNA*later* was removed and resuspend in 350 μL RLT buffer containing 2-mercaptoethanol (Acros Organics, Fair Lawn, NJ, United States). Samples were mixed thoroughly by shaking for 15–30 s. Total RNA was extracted using the RNeasy Mini Kit (QIAGEN, Valencia, CA, United States) and quantified using the Nanodrop ND-1000 (Thermo Fischer Scientific, Waltham, MA, United States). The extracted total RNA was used to assemble Illumina platform libraries and sequenced on a NovaSeq 6000. Raw and processed data are available at GEO archive GSE242488.

### Analysis of single cell RNA sequencing

Raw data from Nguyen et al. (2021) were reanalyzed and visualized with 2D t-distributed stochastic neighbor embedding (t-SNE) with Louvain clustering (resolution = 1) in BioTuring Talk2Data browser. The Louvain algorithm clusters cells through modularity function maximization and determines the number of clusters automatically (Liu, 2021). Data visualization was performed using Vinci (BioTuring, San Diego, CA, United States).

### Statistical analysis

Calcium imaging data analysis was conducted in MetaMorph7.8.3. Statistical analyses were conducted in GraphPad Prism for *in vitro* assays. Transcriptomic differential gene expression analysis was conducted in r using DESeq2 (Love et al., 2014). The complete results of differential gene expression analysis are available in Supplementary Table S2.

## Results

### Type 2 cytokines potentiate calcium flux in response to pruritic stimuli

We performed calcium imaging of hDRG cultures from human cadaveric donors primed with different type 2 cytokines to test whether prior exposure could sensitize neurons to subsequent chemical pruritogens BAM8-22 and histamine. The frequency of neurons responding to BAM8-22 in vehicle conditions varied by donor, from 6 to 38% of DRG neurons, and no change in the frequency of responding neurons was observed following cytokine sensitization (Supplementary Figure S1A). However, following sensitization, we observed a significant increase in the amplitude of intracellular calcium flux in neurons exposed to IL-13, IL-33, and most robustly to a combination of IL-4 and IL-13, compared to vehicle controls (Figures 1A–C). IL-4 and the control inflammatory stimuli (CIS) showed a trend toward increased calcium flux to BAM8-22 compared to vehicle controls, but the effect was not statistically significant (Figure 1C).

**Figure 1:**
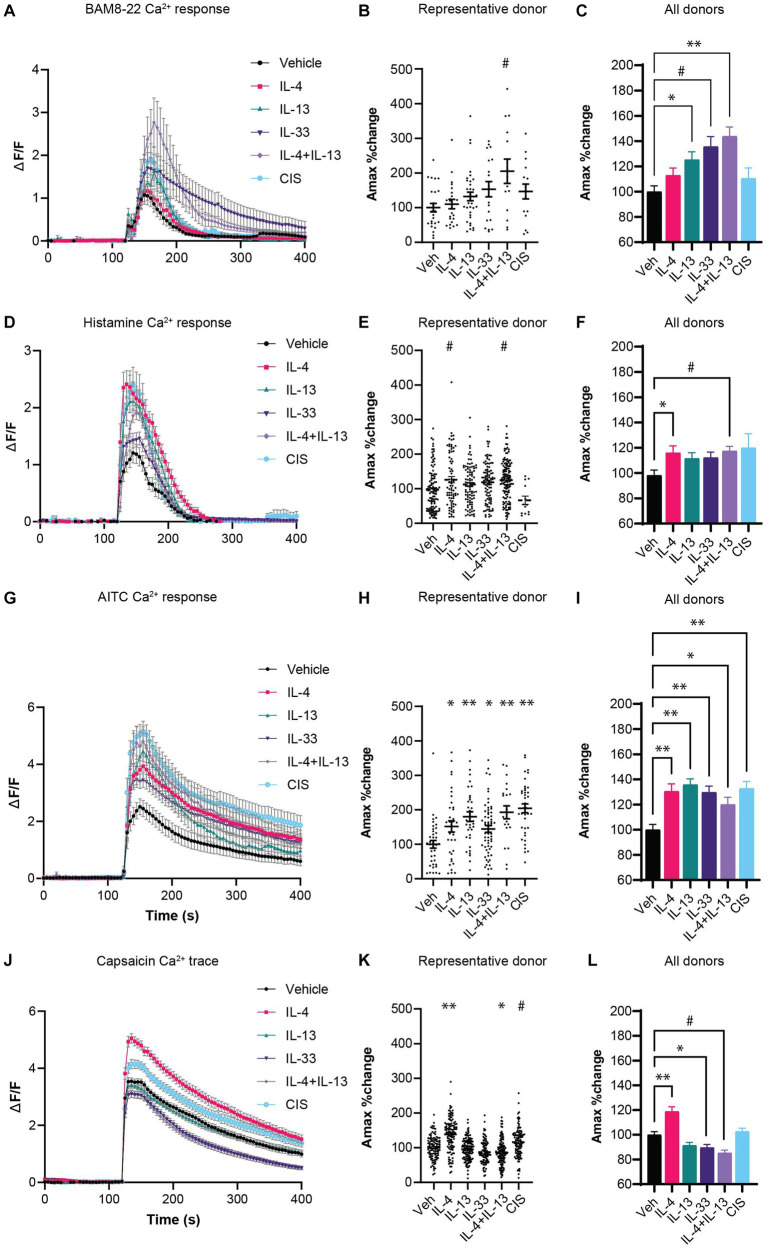
**(A)** Calcium response of neurons responding to non-histaminergic agonist BAM8-22 (2 μM). **(B)** A_max_ of individual neurons responding to BAM8-22 from a representative donor. **(C)** Average A_max_ of neurons responding to BAM8-22 normalized to the average vehicle-control condition for the respective donor (*N* =5 donors). **(D)** Calcium response of neurons responding to histamine (10 μM). **(E)** Peak Ca^2+^ flux amplitude (A_max_) of individual neurons responding to histamine from a representative donor. **(F)** Average A_max_ of neurons responding to histamine normalized to the average vehicle-control condition for the respective donor (*N* = 4 donors). **(G)** Calcium response of neurons to TRPA1 agonist AITC (25 μM). **(H)** Peak Ca^2+^ flux amplitude (A_max_) of individual neurons responding to AITC from a representative donor. **(I)** Average A_max_ of neurons responding to AITC normalized to the average vehicle-control condition for the respective donor (*N* = 3 donors). **(J)** Calcium response of neurons to TRPV1 agonist capsaicin (100 nM). **(K)** A_max_ of individual neurons responding to capsaicin from a representative donor. **(L)** Average A_max_ of neurons responding to capsaicin normalized to the average vehicle-control condition for the respective donor (*N* = 3 donors). CIS: Bradykinin (100 nM), PGE_2_ (1 μM) serotonin (1 μM), histamine (1 μM); Veh: Vehicle; *p < 0.05, ^#^*p* < 0.01, **p < 0.001, by One-Way ANOVA with Dunnett correction for multiple comparisons. AITC, Allyl isothiocyanate; CIS, control inflammatory stimuli; hDRG, human dorsal root ganglion; IL, interleukin; TRP, transient receptor potential.

For histamine, 22–44% of neurons responded to histamine stimulation at baseline. Under the same sensitization conditions, no significant change in the frequency of responding neurons occurred except for a decreased response rate in CIS-exposed neurons (Supplementary Figure S1B). Since the CIS treatment includes histamine, this desensitization effect is expected (Shim et al., 2007). However, similar to the BAM8-22 results, a significant increase in the amplitude of calcium flux was observed in cultures pre-treated with IL-4 and IL-4 + IL-13 compared to the vehicle controls (Figures 1D–F). We observed a trending but not significant increase in calcium flux in response to IL-13, IL-33, and CIS pre-treatment (Figure 1F).

Transient receptor potential (TRP) channels are thought to be required for the rapid calcium flux induced by cytokine receptors on neurons by coupling non-ion channel receptors to the cation channels TRPA1 and/or TRPV1 to transduce action potential in itch-sensory neurons (Feng et al., 2017; Wilzopolski et al., 2021). These channels can be sensitized by inflammatory stimuli to lower their activation threshold, which may increase the responsiveness of neurons to associated pruritogenic stimuli (Gouin et al., 2017). Therefore, we tested whether cytokine exposure sensitized TRPA1 and TRPV1 using chemical ligands AITC and capsaicin, respectively. Two-hour exposure to all type 2 cytokine conditions resulted in a dramatic increase the AITC-induced Ca^2+^ A_max_ (Figures 1G–I), demonstrating robust sensitization of TRPA1 channel. In contrast, we did not observe this level of sensitization to the TRPV1 ligand capsaicin. We observed sensitization in response to IL-4 in one donor, while exposure to IL-33 and IL-4 + IL-13 resulted in a slight repression of capsaicin-induced Ca^2+^ A_max_ (Figures 1J–l). Like the pruritogens BAM8-22 and histamine, we did not observe any changes in the percent of neurons responding to AITC and capsaicin following cytokine pre-treatment (Supplementary Figures S1C,D).

Overall, these data demonstrate that IL-4, IL-13 as well as IL-33 can increase the amplitude of intracellular calcium flux in response to histaminergic and non-histaminergic ligands as well as sensitize the cation channel TRPA1.

### Expression of type 2 cytokine receptors on human DRG neurons with single-cell resolution

Various studies in mice have demonstrated a role for neuronal IL-4Rα and the IL-33R ST2 in itch sensation, although additional cell types in the DRG express these receptors (Thakur et al., 2014; Avraham et al., 2022; Trier et al., 2022). To understand whether this translates to human itch-sensory neurons, we reanalyzed a recently published single nuclei RNA-seq data set from human DRG neurons for expression of type 2 cytokine receptors and signaling components (Nguyen et al., 2021). The authors experimentally and computationally isolated neurons from bulk DRG and identified a range of diverse transcriptomic classes of human somatosensory neurons.

Raw data from 1,837 neuronal nuclei were reanalyzed in BioTuring Talk2Data browser and visualized with t-SNE. Louvain clustering identified 13 populations (Figure 2A), which correlated well with the 14 populations initially identified by Nguyen et al. In this clustering method, putative pruriceptive populations C6, C9, and C11 were identified based on marker expression such as *NPPB*, *SST*, and *SCN10A,* and overlap with previous pruriceptor designations H10 and H11 by Nguyen et al. (Figures 2B,C). Marker gene analysis from BioTuring Talk2Data of these three populations confirmed selective expression of *NPPB* and *SST* as well as additional itch-associated receptors such as *TRPC3* (Liu et al., 2021) and *HTR3A* (Tian et al., 2016) (Figure 2D). These cells were also strongly enriched for expression of histamine receptor *HRH1*, and IL-31 and Oncostatin M receptor signaling subunits *IL31RA* and *OSMR* (Tseng and Hoon, 2021) (Figure 2E). Interestingly, the cells in cluster C6 are a mixture of cells previously attributed to H10/C9 and H11/C11, which may indicate an intermediate or additional pruriceptive subpopulation.

**Figure 2:**
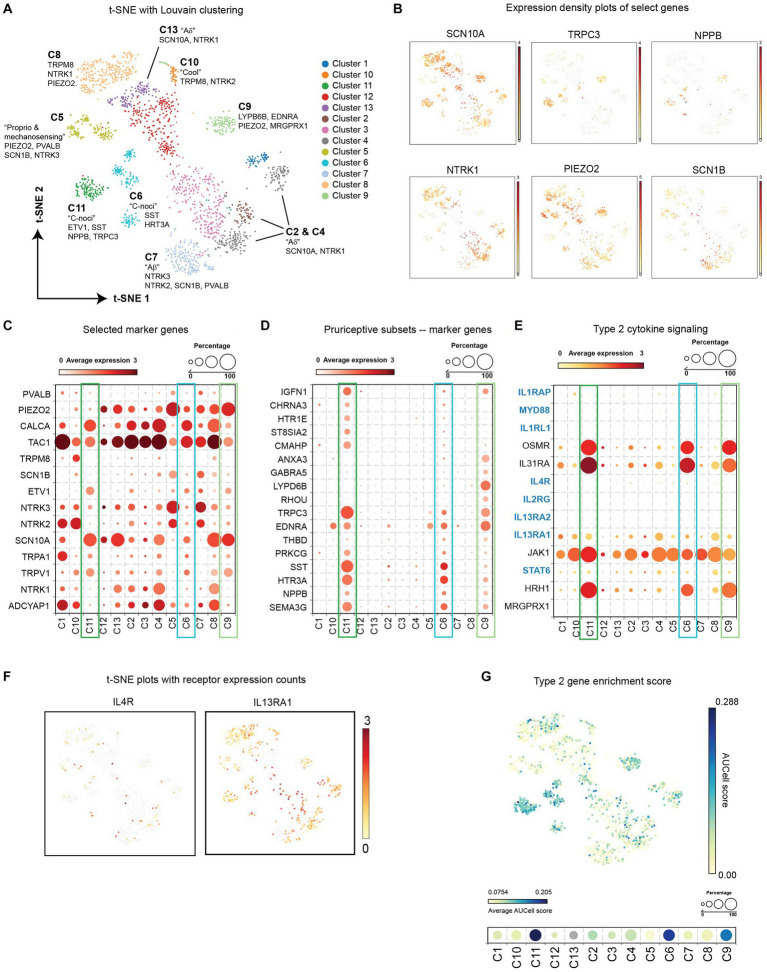
**(A)** t-SNE with Louvain clustering of DRG neurons from reanalyzed single nuclei RNA sequencing (Nguyen et al., 2021). **(B)** Expression density of select genes on the t-SNE plot. **(C)** Average expression level and frequency of selected marker genes of established neuronal subsets within each cluster. **(D)** Average expression level and frequency of genes selected during marker. Analysis of putative pruriceptors clusters C6, C9, and C11 from BioTuring “*find markers*” function. **(E)** Average expression level and frequency of select genes involved in type 2 cytokine receptor signaling within each cluster. **(F)** t-SNE plots depicting the expression density of type 2 cytokine receptors IL-4Rα and IL-13Rα1. **(G)** Enrichment scores of type 2 cytokine-associated signaling genes highlighted in blue in panel **(E)**. AUCell score for each neuron is represented in the indicated color scale for each cell in the scatter plot (top) and as an average for each cluster (bottom). DRG, dorsal root ganglion; IL, interleukin; t-SNE, t-distributed stochastic neighbor embedding.

In all three pruriceptive subpopulations, we detected a small number of neurons expressing *IL4R* and a larger subset expressing *IL13RA1* (Figures 2E,F). No *IL1RL1* (ST2) transcripts were detected in any neuronal nuclei (Figure 2E); however, it is important to note that the depth of sequencing on this platform limits detection of less-abundant transcripts. Therefore, we performed an additional analysis looking at the composite enrichment of receptors and signaling components associated with IL-4, IL-13, and IL-33 using the AUCell score (Aibar et al., 2017) implemented in BioTuring’s Talk2Data browser (genes used are highlighted in blue in Figure 2E). Surprisingly, the cells with the largest AUCell score were concentrated in putative pruriceptive clusters C6, C9, and C11, suggesting that these subsets may be especially attuned to type 2 cytokine signaling (Figure 2G).

### Direct activation of neuronal calcium flux by type 2 cytokines

To test the hypothesis that these cytokines (IL-4, IL-13, and IL-33) can act directly on human sensory neurons, we measured intracellular calcium flux in response to direct application of IL-4, IL-13, and IL-33 on hDRG cultures. Acute calcium flux was observed in a small subset of neurons in response to both IL-4 and IL-13 stimulation (Figures 3A,B). Ten out of 356 neurons (2.8%) across three individual donors responded to IL-4 (Figures 3A,D) and two out of 312 neurons (0.64%) across three individual donors responded to IL-13 (Figures 3B,D). Although these responses were rare, the degree and duration of calcium flux was similar in magnitude and duration to the baseline levels of histamine and BAM8-22 (Figures 3A,D). We did not detect any neuronal calcium response to IL-33 in any of the donors (411 total neurons) (Figure 3C).

**Figure 3:**
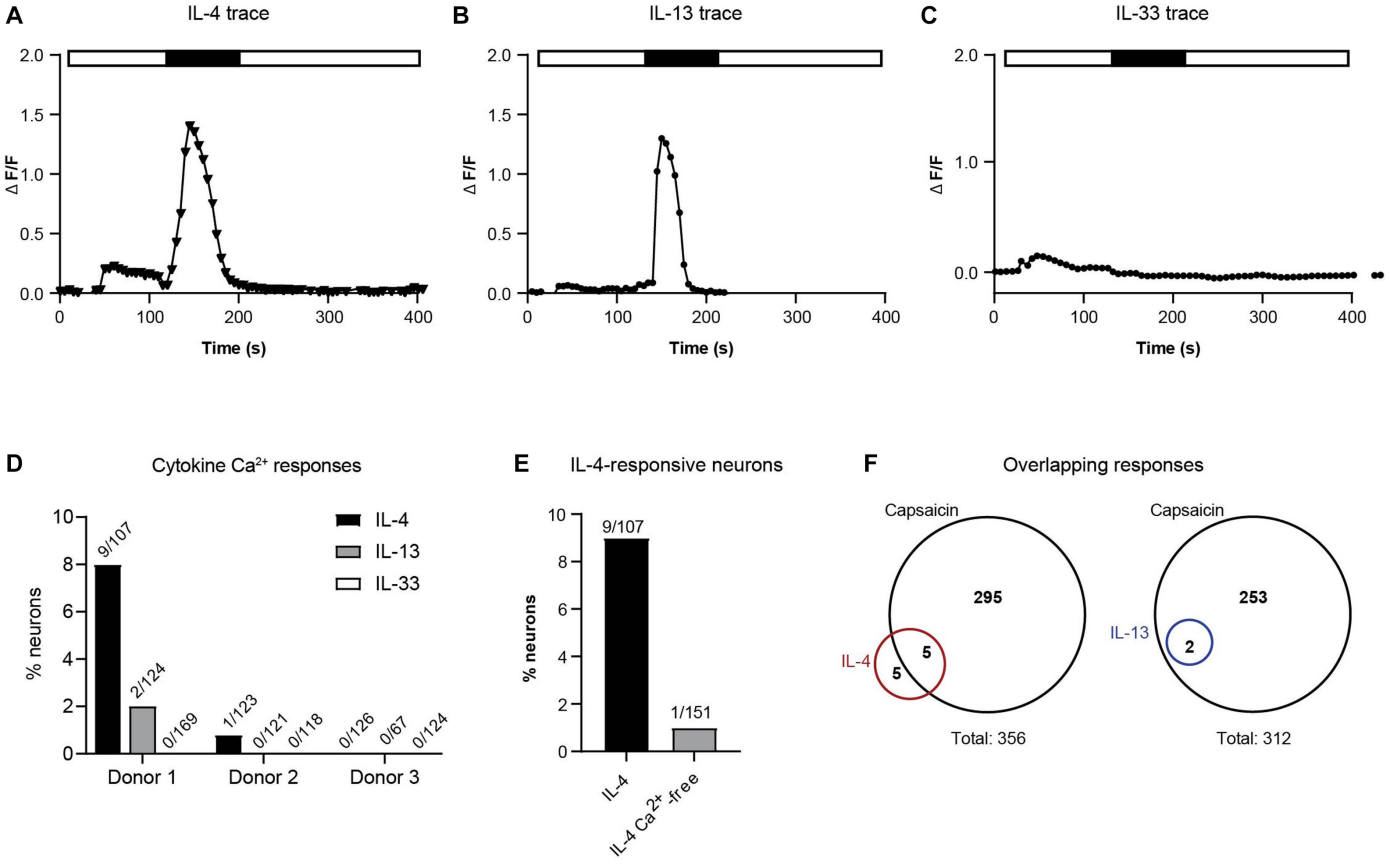
**(A)** Intracellular calcium flux of a representative neuron responding to IL-4. **(B)** Intracellular calcium flux of a representative donor neuron responding to IL-13. **(C)** Intracellular calcium flux of a representative neuron responding to IL-33. **(D)** Percent of responding neurons to each cytokine by donor (number of response/total neurons). **(E)** Neurons responding to IL-4 with and without extracellular calcium. **(F)** Fraction of IL-4- and IL-13-responsive neurons that also respond to TRPV1 agonist capsaicin (number of responsive neurons; 3 donors). IL, interleukin.

Calcium flux downstream of cytokine receptors is thought to occur through cooperative activity of ion channels to permit influx of extracellular calcium into the cytoplasm. To determine whether type 2 cytokines were stimulating this type of calcium response, we repeated exposure of neurons to IL-4 in the absence of extracellular calcium. In this experiment, removal of extracellular calcium decreased the number of responsive neurons by 90% (Figure 3E). We also found that 50% of IL-4-responsive neurons and 100% of the IL-13-responsive neurons were also responsive to the TRPV1 agonist capsaicin (Figure 3F). Taken together, these data suggest that similar to findings in mice (Oetjen et al., 2017; Trier et al., 2022), human DRG neurons utilize ion channels to induce extracellular calcium flux after type 2 cytokine priming.

### Overlapping and unique gene expression changes in response to type 2 cytokines

In addition to the rapid changes in calcium flux following prior cytokine exposure, we also measured whole-transcriptome changes in human DRG cultures after cytokine exposure. 

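Human DRG cultures from 3 donors were incubated for 24 h with vehicle, with IL-4, IL-13, their combination (IL-4 + IL-13) or IL-33, each at 500 nM, or with control inflammatory stimuli (CIS). CIS held 1 μM histamine, 1 μM serotonin, 100 nM bradykinin and 1 μM prostaglandin E2, and the sample labels also list allyl isothiocyanate (AITC). The 16 libraries comprised 1 library per donor for vehicle, IL-4, IL-4 + IL-13 and IL-33 (n = 3 each), and libraries of donors 1 and 3 for IL-13 and CIS (n = 2 each). mRNA was selected on poly-T beads, made into non-directional libraries and sequenced on a NovaSeq. The authors aligned the reads to hg38 with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3. Their tables give raw counts and FPKM for 58735 genes, with 19652367 to 28945195 counts per library. Genes on chromosome Y, XIST and TSIX, 520 in all, were left out. The raw counts were normalized by TMM and tested with the quasi-likelihood test of edgeR, with treatment and donor as terms in 1 model of all 16 libraries. The test covered 20486 genes that passed edgeR's filter on low counts (a minimum count of 10), and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Levels are counts scaled to the library total and normalized by TMM (CPM), given as mean ± SD over donors. The number of genes with at least 1 count was 15768 to 18510 in 8 libraries and 21774 to 24315 in the other 8. Of the 8 libraries with fewer genes, 2 were vehicle, 2 IL-4, 1 IL-13, 1 IL-4 + IL-13 and 2 IL-33, and they comprised 4 of 4 libraries of donor 2, 3 of 6 of donor 1 and 1 of 6 of donor 3.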

Since the precise timing of gene expression changes in response to JAK-STAT or MyD88 signaling in human sensory neurons is unknown, we chose a time point of 24 h to fully capture the transcriptome-wide changes to type 2 cytokines. Total RNA from DRG cultures incubated with vehicle or cytokines was isolated from three donors per treatment and sequenced to determine global gene expression changes. We were unable to sequence samples from two of the conditions due to insufficient material from these donors. Despite this, we found that each cytokine treatment induced the expression of a unique and overlapping set of genes in hDRG, with the most overlap found between IL-4 and IL-13 (Figure 4A). 

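Of 20486 genes tested, 56 were higher and 6 lower with IL-4 than with vehicle (n = 3 donors each), and 58 were higher and 3 lower with IL-13 (n = 2 and 3 donors). Both lowered 1 shared gene, LIF, a cytokine of the IL-6 family that acts on neurons and glia. LIF had a log2 fold change of -1.10 with IL-4 (standard error 0.14, adjusted p = 0.000515; 55.2 ± 18.8 against 116 ± 27.8 CPM) and of -1.16 with IL-13 (standard error 0.17, adjusted p = 0.00142), and it was lower in every donor. IER3, an immediate early gene, had a log2 fold change of -1.05 with IL-4 (standard error 0.19, adjusted p = 0.0121; 91.3 ± 43.1 against 180 ± 59.9 CPM). RAPGEF5, an exchange factor of Rap GTPases, had a log2 fold change of -1.09 with IL-4 (standard error 0.22, adjusted p = 0.0369; 18.1 ± 1.38 against 38.0 ± 4.33 CPM). The serine dehydratase SDS (log2 fold change -3.31), the splicing factor U2AF1 (-6.91), which has a paralog of nearly the same sequence, and the pseudogene AC126755.1, chosen after its values were seen, were also lower with IL-4. CD34, a surface protein of endothelial and stromal progenitor cells, was lower with IL-13 (log2 fold change -1.33, standard error 0.28, adjusted p = 0.0486; 16.5 ± 14.2 against 53.2 ± 32 CPM), as was the immunoglobulin gene IGHG2, which was chosen after its values were seen. LIF did not pass with IL-13 without donor 1 (adjusted p = 0.350) or the IL-13 library of donor 1 (adjusted p = 0.0614). CD34 did not pass without donor 1, donor 2, the vehicle library of donor 1 or 2, or the IL-13 library of donor 1 (adjusted p = 0.0764 to 1). IER3, RAPGEF5, SDS and U2AF1 did not pass without donor 2 (adjusted p = 0.175, 0.147, 0.416 and 0.126), and the latter 3 also not without donor 1, the vehicle library of donor 1 or 3, or the IL-4 library of donor 2. IER3, RAPGEF5 and U2AF1 did not pass without the IL-4 library of donor 3 (adjusted p = 0.0869, 0.126 and 0.261), U2AF1 without that of donor 1 (0.0919), and IER3 and SDS without the vehicle library of donor 2 (0.107 and 0.0953). With IL-4, 172 genes passed without donor 3, 170 without the IL-4 library of donor 1, 25 without donor 2, 38 without the vehicle library of donor 2, and 39 and 40 without the IL-4 library of donor 2 or 3. With IL-13, 212 genes passed without donor 3, 94 without the IL-13 library of donor 3, 39 without donor 2, 35 without the vehicle library of donor 1, 19 without the IL-13 library of donor 1 and 13 without donor 1. A lone IL-13 library was assumed to vary like those of the other groups. Without donor as a term (no replicate block), 18 genes passed with IL-4 and 20 with IL-13, and DESeq2 called 296 and 184 of the same genes.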

Responses to IL-33 and CIS greatly varied between donors (Figure 4B), yielding few significantly induced genes.

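CIS raised 4 genes and lowered 1 against vehicle (n = 2 and 3 donors). SPON1, the matrix protein spondin 1, had a log2 fold change of 2.05 (standard error 0.26, adjusted p = 0.00317; 75 ± 12.9 against 14.5 ± 9.86 CPM). HTRA3, a secreted serine protease, had a log2 fold change of 1.80 (standard error 0.25, adjusted p = 0.00757; 108 ± 35.8 against 32.4 ± 19.7 CPM). STC1, the secreted hormone stanniocalcin 1, and COL15A1, a basement membrane collagen, had log2 fold changes of 1.36 and 1.05 (adjusted p = 0.0281 and 0.0314). SPP1, which encodes osteopontin, was lower (log2 fold change -1.87, standard error 0.30, adjusted p = 0.0496; 229 ± 48.3 against 677 ± 583 CPM). Each was changed in the same direction in both donors. With IL-33 no gene passed the edgeR test (n = 3 donors each), 641 genes had an unadjusted p under 0.05, DESeq2 called 90 of the same genes and 341 of all genes with a count, and limma on log2(FPKM + 1) called 1. Of 39 genes of the NF-κB and MyD88 response, the pathway of the IL-33 receptor, none was called with IL-33, also when adjusted over the list alone (adjusted p = 0.916 from camera, median log2 fold change 0.05, mean -0.27). With IL-4 and with IL-13, VCAM1 of this list was higher and LIF lower (2 higher and 5 lower, and 3 higher and 1 lower, adjusted over the list alone). Of 31 immediate early genes of cAMP and calcium signalling, none was called with CIS or when adjusted over the list alone, with a median log2 fold change of 0.16 (adjusted p = 0.00462 from camera with the preset correlation). For this list the adjusted p was 0.255 with an estimated correlation and 0.161 without donor 2. All libraries were taken at 24 h, so an earlier and passing change in this list or the NF-κB and MyD88 list would not be seen. The log2 fold changes of single donors, across 20486 genes, correlated between donors with a mean r of 0.00782 for IL-4, 0.0875 for IL-13, 3.5e-05 for IL-33 and 0.0499 for CIS, where genes are not independent replicates. Among genes with a mean log2 CPM of at least 3 these were 0.041, 0.412, -0.038 and 0.230. Across the 48 genes that rose with both IL-4 and IL-13, which were chosen on those treatments, mean r was 0.83 for IL-4, 0.87 for IL-13, 0.23 for IL-33 and 0.53 for CIS. All 48 were higher in every donor with IL-4 and with IL-13, against 17 of 48 with IL-33 and 18 of 48 with CIS. With IL-33, 57 genes passed without donor 3 and 1 without the vehicle library of donor 1. With CIS, 14 genes passed without donor 3, 10 without the vehicle library of donor 1 or of donor 2, 2 without donor 1, and 1 without the vehicle library of donor 3 or the CIS library of donor 3, and a lone CIS library was assumed to vary like those of the other groups. SPON1 did not pass without donor 1 (adjusted p = 0.0807), and HTRA3 did not without donor 2, the vehicle library of donor 3 or the CIS library of donor 3 (adjusted p = 0.0737 to 0.189). STC1, COL15A1 and SPP1 did not pass in 6, 6 and 5 of the fits without 1 donor or library, among them those without donor 2, the vehicle library of donor 3 or the CIS library of donor 3 (highest adjusted p = 0.350, 0.362 and 0.666). These fits also include those without donor 1 or the CIS library of donor 1 for STC1 and COL15A1, without donor 3 for COL15A1 and SPP1, without the vehicle library of donor 1 for STC1 and without that of donor 2 for SPP1. With CIS, DESeq2 called 65 of the same genes and 90 of all genes with a count, edgeR 90 with no filter on low counts, 77 with only the 2 groups compared and 0 without donor as a term (no replicate block), and limma on log2(FPKM + 1) called 3. With donor as a term, 414 genes had an unadjusted p under 0.05 with CIS.

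**Figure D1:**
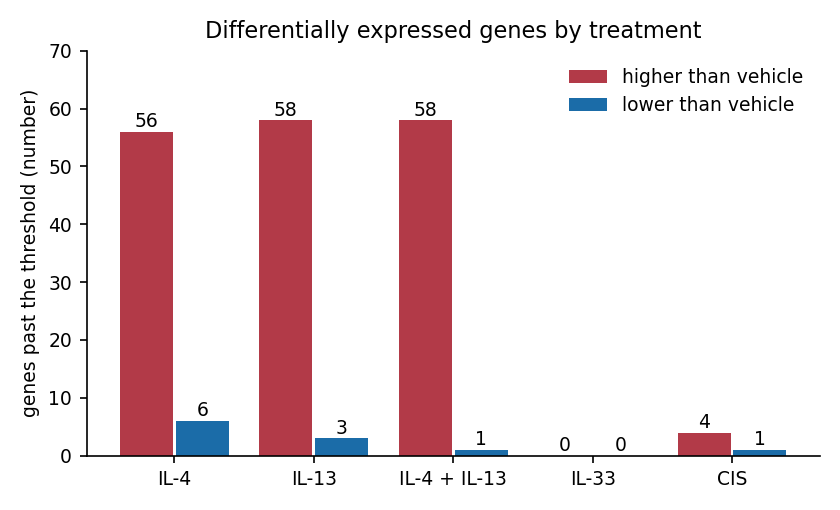
Number of genes higher (left bars) and lower (right bars) than with vehicle at an adjusted p under 0.05 from edgeR, for each treatment. The bars stand at 56 and 6 for IL-4, 58 and 3 for IL-13, 58 and 1 for IL-4 + IL-13, 0 and 0 for IL-33 (90 genes with DESeq2 on the same genes), and 4 and 1 for CIS (65 genes with DESeq2 on the same genes).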

**Figure 4:**
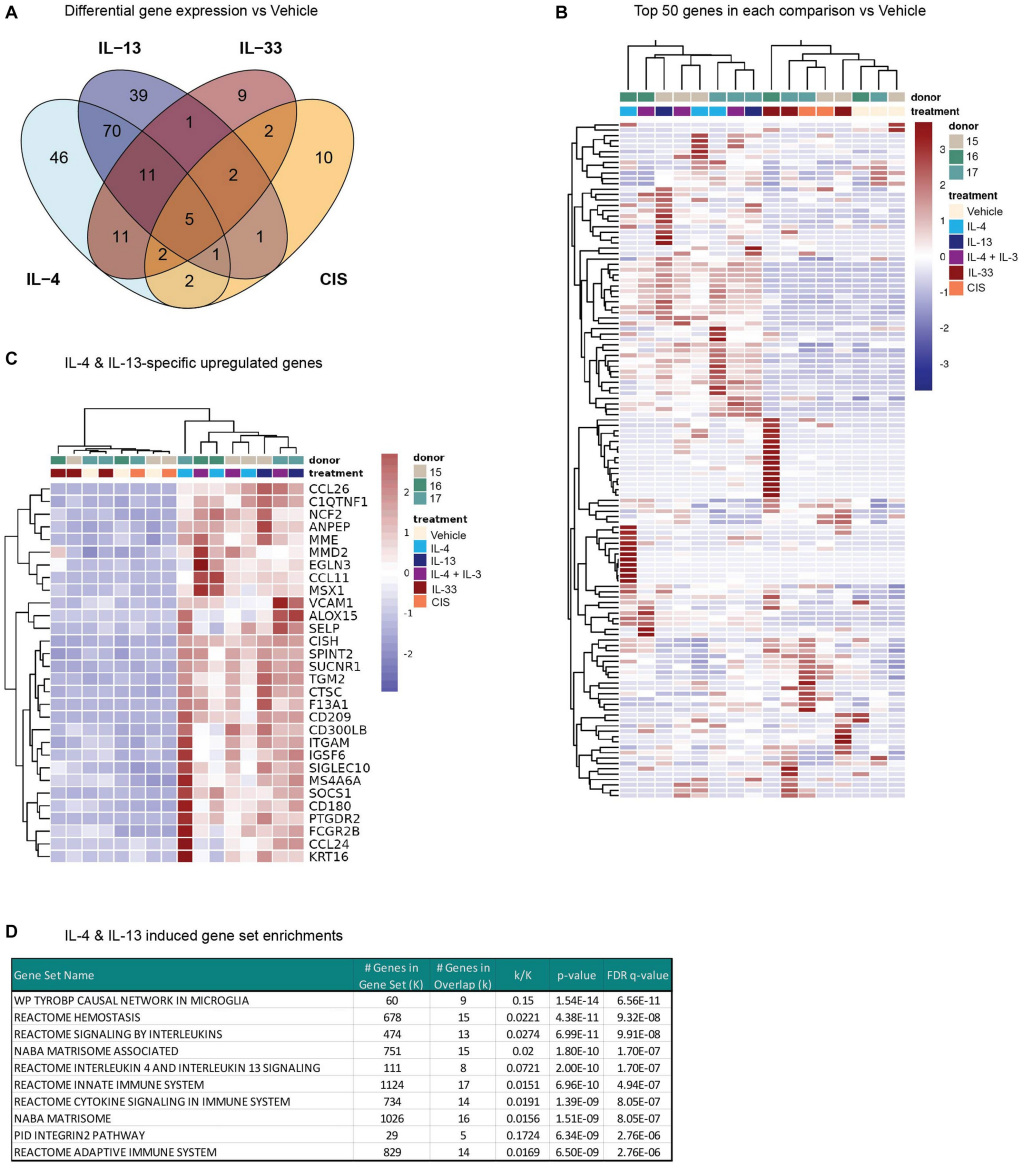
Whole-transcriptome changes in human DRG cultures after 24 h of cytokine exposure. **(A)** Venn diagram indicating the number of differentially expressed genes for each treatment vs. Vehicle (*Padj* < 0.05). **(B)** Heatmap of the expression levels (normalized FPKM) of the top 50 genes by log2 fold change in each comparison vs. Vehicle for each donor. **(C)** Heatmap depicting the expression levels of a subset of genes that were selectively upregulated (log2 fold change >1) by either IL-4 or IL-13 treatment, but not IL-33- or CIS-treatment. **(D)** Top 10 IL-4 & IL-13 induced gene set enrichment analysis results. CIS, control inflammatory stimuli; DRG, dorsal root ganglion; IL, interleukin.

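Of the 58 protein-coding genes that rose with IL-13, 48 (82.8%) also rose with IL-4, among them feedback inhibitors of cytokine signalling and a developmental transcription factor. SOCS1, which inhibits JAK kinases, had a log2 fold change of 4.11 with IL-13 (standard error 0.39, adjusted p = 1.34e-05, n = 2 donors) and of 4.36 with IL-4 (standard error 0.36, adjusted p = 2.34e-06, n = 3), at 34.5 ± 13.8 CPM with IL-4 against 1.79 ± 1.30 with vehicle. CISH, another inhibitor of the SOCS family, had log2 fold changes of 3.47 with IL-13 (standard error 0.36) and 3.46 with IL-4 (standard error 0.34), at 25.1 ± 2.04 CPM with IL-4 against 2.33 ± 0.875. MSX1, a homeobox transcription factor, had log2 fold changes of 3.43 with IL-13 (standard error 0.27) and 2.88 with IL-4 (standard error 0.25), at 46.1 ± 32 CPM with IL-4 against 6.49 ± 5.28. SOCS1, CISH and MSX1 were higher in every donor and passed in every fit without 1 donor or library. The other 10 genes that rose with IL-13 had positive log2 fold changes and an unadjusted p under 0.05 with IL-4, the lowest being 0.56 for AP1B1, which was chosen after its values were seen. Among these 10, the myeloid receptor TREM2 had log2 fold changes of 2.24 with IL-13 (adjusted p = 0.0359) and 1.61 with IL-4 (adjusted p = 0.145). Of the 56 protein-coding genes that rose with IL-4, 8 did not pass with IL-13, such as WFS1, an endoplasmic reticulum protein (log2 fold change 1.25 with IL-4), and the metalloproteinase MMP28, both chosen after their values were seen. No gene differed between IL-4 and IL-13 in the direct test of edgeR, where 688 genes had an unadjusted p under 0.05, DESeq2 called 103 of the same genes and 256 of all genes with a count, and limma called 0. That direct test called 145 genes without donor 3, 4 without the IL-4 library of donor 1 or the IL-13 library of donor 3, and 1 without donor 1. TREM2 did not pass with IL-13 without donor 1, donor 2, the vehicle library of donor 1 or 2, or the IL-13 library of donor 1 (adjusted p = 0.120 to 1). In both directions together, 80.3% of the genes called with IL-13 were called with IL-4. With DESeq2 it was 53.8%, both on the same genes and on all genes with a count. With no filter on low counts it was 54.4%, and with limma on log2(FPKM + 1) 83.8%. This share was 34.4% without donor 3 and 44.4% without the vehicle library of donor 2.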

Of the protein-coding differentially expressed genes, the majority of IL-13-induced genes were shared with IL-4 (Figure 4A). Both IL-4 and IL-13 enhanced the expression of several genes in our human DRG cultures previously identified as IL-13–responsive (Miron et al., 2022), such as *NPPB, TGM2*, *CTSC*, and *SUCNR1*, as well as *CCL11*, *CCL26*, and *ALOX15.* Hierarchical clustering of samples by the top differentially expressed genes across all conditions shows clear grouping of IL-4/13-treatment samples with each other and separate from IL-33 and CIS (Figure 4B). 

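The chemokine genes CCL26 and CCL11 were among the genes with the largest rise in the cytokine-treated DRG cultures. CCL26, which encodes eotaxin-3 (chromosome 7 of hg38, 75769533 to 75789896), rose from 2.29 ± 1.67 CPM with vehicle to 255 ± 90.5 with IL-4 and 405 ± 106 with IL-13 (log2 fold changes 6.86 and 7.52, standard errors 0.61 and 0.66, adjusted p = 0.000672 and 0.000543). CCL11, which encodes eotaxin-1 (chromosome 17, 34285668 to 34288334), rose from 2.36 ± 2.46 CPM to 154 ± 108 with IL-4 and 120 ± 16.4 with IL-13 (log2 fold changes 6.30 and 6.80, adjusted p = 0.0025 and 0.00233). TGM2, a transglutaminase that crosslinks proteins (chromosome 20, 38127387 to 38166578), rose from 199 ± 97.5 CPM to 1069 ± 356 with IL-4 and 1652 ± 234 with IL-13 (log2 fold changes 2.44 and 3.09, adjusted p = 0.00552 and 0.00189). CTSC, the protease cathepsin C (chromosome 11, 88293592 to 88337787), rose from 81.4 ± 22.3 CPM to 360 ± 137 and 525 ± 105 (log2 fold changes 2.12 and 2.64, adjusted p = 0.000183 and 3.91e-05). ALOX15, a lipoxygenase of lipid mediator synthesis, had 3 counts over the vehicle libraries, and its CPM ratio was 179 with IL-4 (95% counting interval 60.8 to 869) and 399 with IL-13 (136 to 1938). These intervals cover counting error only, and the vehicle libraries of donors 1 and 2 were among those with fewer genes detected. NPPB, the natriuretic peptide gene of itch pathways, had 14.5 ± 4.64 CPM with IL-4 and 23.7 ± 26.6 with IL-13 against 4.66 ± 3.46 (log2 fold changes 2.05 and 1.82, adjusted p = 0.0987 and 0.379). The succinate receptor gene SUCNR1 had 7.30 ± 2.13 CPM with IL-4 and 10.8 ± 0.876 with IL-13 against 0.525 ± 0.308 (log2 fold changes 3.65 and 4.11, adjusted p = 0.281 and 0.262). Thus 5 of these 7 genes passed the edgeR test with both cytokines over all genes, and 7 of 7 when adjusted over the list alone, a list the study chose on these samples, so the count is not independent evidence. CCL26 and TGM2 did not pass with IL-4 or IL-13 without donor 1 (adjusted p = 0.202 and 0.484 with IL-4), TGM2 also not without the vehicle library of donor 1 (adjusted p = 0.0891 with IL-4) or, with IL-13, the IL-13 library of donor 1 (adjusted p = 0.245), and CCL11 not without the latter (adjusted p = 0.121). The 16 libraries were clustered by average linkage of correlations on the 67 top genes of the 5 comparisons with vehicle. In 2 groups, 10 of 16 libraries stood on the side of their treatment (IL-4, IL-13 and IL-4 + IL-13 against the others). All 16 did so with complete linkage on Euclidean distances, or with donor means removed from the 500 most variable genes, and 8 with those 500 genes alone. In the clustering by correlations, the libraries other than CIS stood side by side by donor. With the 500 genes, removing donor means raised the count from 8 to 16. Correlations also take out each library's mean over the genes, and with it a rise that most of the 67 genes share. Linkage and distance were changed together, so which of them moved the count was not tested. The 10 therefore cannot decide on the paper's grouping.

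**Figure D2:**
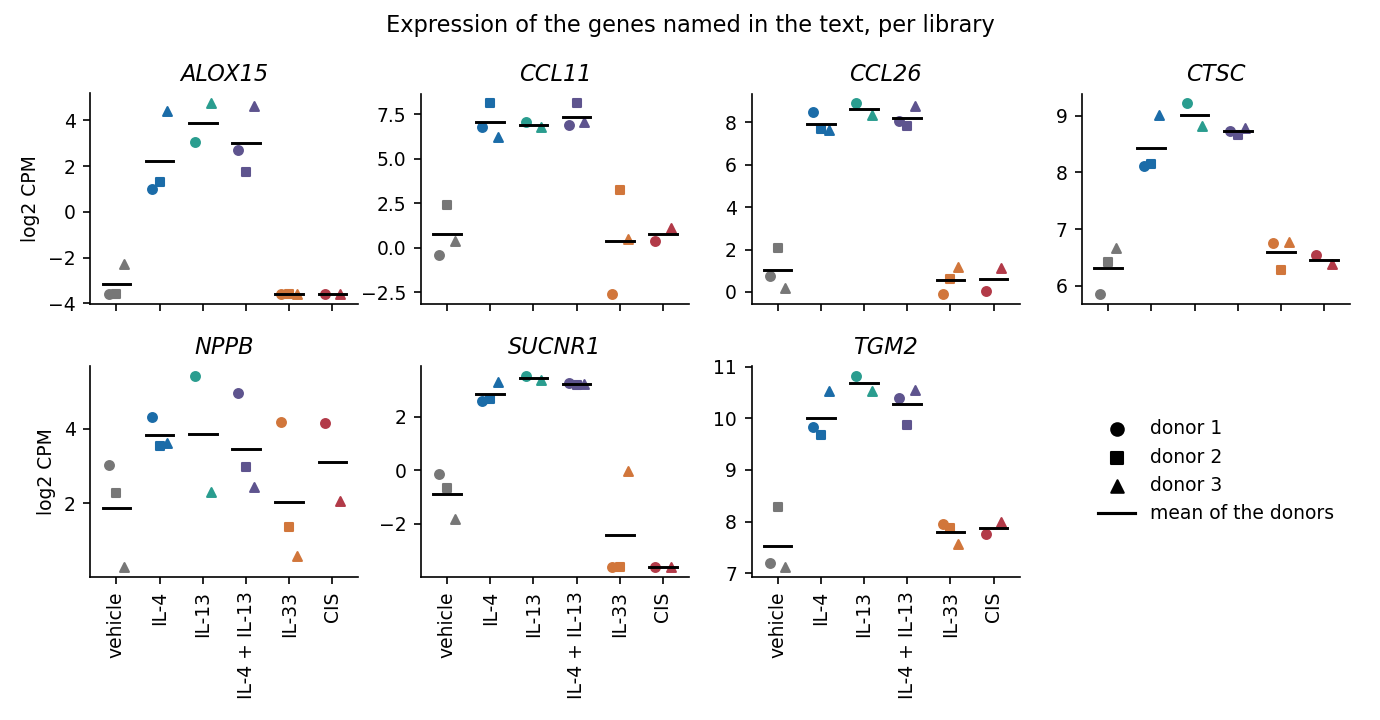
Level of the 7 genes as log2 CPM in each of the 16 libraries, by treatment. Each point is a library, its marker the donor, and the line the mean of the treatment. The means of the 7 genes lie above vehicle with IL-4, IL-13 and IL-4 + IL-13, where NPPB and SUCNR1 did not pass the test with IL-4 or IL-13 (adjusted p = 0.0987 and 0.281 with IL-4).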

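The genes higher with both IL-4 and IL-13 included F13A1, CD209, PTGDR2, ANPEP and VCAM1. F13A1, the A chain of clotting factor XIII, had a log2 fold change of 6.60 with IL-4 (standard error 0.83, adjusted p = 0.00828; 72.9 ± 39.5 against 0.702 ± 0.817 CPM, n = 3) and of 7.40 with IL-13 (n = 2). CD209, a C-type lectin of macrophages and dendritic cells, had log2 fold changes of 5.63 with IL-4 (standard error 0.53, adjusted p = 0.0002; 58.4 ± 36.3 against 1.08 ± 0.698 CPM) and 5.99 with IL-13. PTGDR2, a receptor for prostaglandin D2, had 0 counts in the vehicle libraries. Against a floor of 3 counts over the group, it was 194-fold higher with IL-4 and 176-fold higher with IL-13. The floor covers counting error only. The vehicle libraries of donors 1 and 2 had 859 and 2227 genes at 1 to 9 counts, against 6158 in that of donor 3. A count of 0 there says less, so these folds are not firm lower bounds. ANPEP, a membrane aminopeptidase, had a log2 fold change of 2.51 with IL-4 (standard error 0.26; 187 ± 25.1 against 36.3 ± 24.4 CPM), and VCAM1, an adhesion molecule, of 2.67 (standard error 0.32, adjusted p = 0.000237; 37.0 ± 12.6 against 6.83 ± 5.38 CPM). Of 29 macrophage markers, 1 (FCGR2A) was higher with IL-4 and 2 (FCGR2A and TREM2) with IL-13. Adjusted over the list alone, 3 and 15 were higher, with 1 lower with IL-4. Whether these markers are the same in every state of macrophages was not tested. In all, 48 genes were higher with both cytokines, 44 of them by more than 2-fold in both, and none of the 48 was called with IL-33 or CIS in edgeR (4 were in DESeq2 on the same genes and 4 on all genes with a count, 8 in edgeR with no filter on low counts, 1 with only the 2 groups compared, and 0 in limma). Their median log2 fold change was 2.14 with IL-4, 2.34 with IL-13, 0.34 with IL-33 and 0.07 with CIS. PTGDR2 at its bound still lies above the first 2, so it does not move them. The 48 were chosen on IL-4 and IL-13, so a gap to IL-33 and CIS follows in part from that choice. This limit holds for the direct tests of the 48 too, which reuse the same libraries. At an unadjusted p under 0.05, 14 of the 48 were higher with IL-33 and 5 with CIS. In direct tests with edgeR, 27 of the 48 were higher with IL-4 than with IL-33, 24 with IL-13 than with IL-33, 32 with IL-4 than with CIS and 35 with IL-13 than with CIS, and 21 passed all 4. Of the 30 genes the study shows in Fig. 4C, 25 were called with both IL-4 and IL-13, and 30 when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples. The other 5 were CCL24, KRT16, MS4A6A, SELP and SUCNR1. SELP, the adhesion molecule P-selectin, had 0 vehicle counts and was 40.3-fold higher with IL-4 against the floor. The limit given for PTGDR2 holds for SELP, CCL24 and KRT16 too. The chemokine gene CCL24 and the keratin gene KRT16 had 1 and 2 vehicle counts, with CPM ratios of 195 (95% counting interval 34.7 to 7744) and 139 (38.1 to 1152) with IL-4. Without donor 1, donor 2, the vehicle library of donor 1 and that of donor 2, the 48 became 12, 22, 27 and 31 genes, and 9 passed the 4 direct tests without donor 1. The 48 became 16 without donor as a term, 16 with only the 2 groups compared and 93 with no filter on low counts. With limma they became 27 on log2(FPKM + 1) and 25 on log2(FPKM + 0.1). The 21 that passed all 4 became 8 without donor as a term (no replicate block), 35 and 38 with DESeq2 on the same genes and on all genes with a count, 44 with no filter on low counts and 13 with only the 2 groups compared. F13A1 did not pass without donor 1 (adjusted p = 0.363 with IL-4) or, with IL-13, without the IL-13 library of donor 1 (adjusted p = 0.189), PTGDR2 and VCAM1 did not with IL-13 without donor 1 (adjusted p = 0.149 and 0.112), and DESeq2 called 71 such genes of the genes tested.

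**Figure D3:**
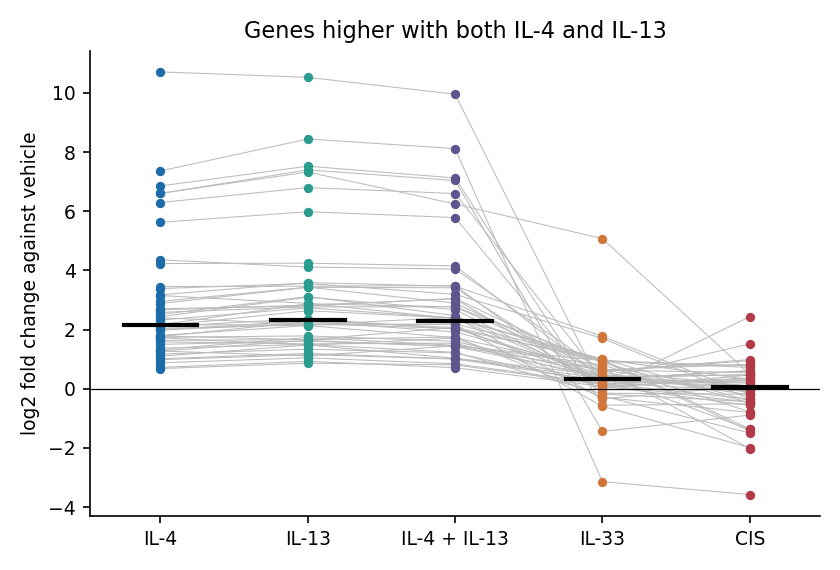
Log2 fold change against vehicle of the 48 genes higher with both IL-4 and IL-13, for each treatment. Each point is a gene and the black bar is the median, at 2.14 with IL-4, 2.34 with IL-13, 0.34 with IL-33 and 0.07 with CIS. The genes were chosen on IL-4 and IL-13, so higher medians there follow in part from that choice. PTGDR2 has no vehicle counts, so its fitted value depends on the prior count.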

We identified 70 genes unique and shared across IL-4 and IL-13 treatments, but not IL-33 or CIS (Figures 4A,C). 

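Among the 48 genes that rose with both IL-4 and IL-13, the lists of the IL-4 and IL-13 response, of β2 integrins, of the TYROBP network and of matrisome-associated genes were over-represented. The lists were written by hand to cover the themes of Fig. 4D, which the study found in these same samples. Their over-representation is therefore not independent evidence for those themes. Of 93 genes of the matrisome-associated list (secreted factors, proteases and lectins), 11 were among the 48 (odds ratio 73.6, adjusted p = 1.74e-15, one-sided Fisher's exact test), such as the cathepsin genes CTSC, CTSL and CTSZ, the urokinase gene PLAU and the chemokines. Of 72 core matrisome genes (collagens, glycoproteins and proteoglycans), 1 was, TNC (adjusted p = 0.322). TNC, the glycoprotein tenascin-C, had a log2 fold change of 1.37 with IL-4 (standard error 0.19, adjusted p = 0.000763; 1295 ± 206 against 502 ± 34.2 CPM, n = 3). Of 45 genes of the IL-4 and IL-13 response, 15 were among the 48 (odds ratio 304, adjusted p = 1.46e-28). Of 13 genes of the β2 integrins and their ligands, 5 were, namely ITGAM, ITGAX, VCAM1, FCGR2A and PLAU (odds ratio 296, adjusted p = 3.49e-10). Of 54 genes of the TYROBP network of microglia, 8 were (odds ratio 88.3, adjusted p = 3.42e-12), with 10 called with IL-13, and 15 and 22 higher with IL-4 and IL-13 adjusted over the list alone. Beside these myeloid genes, the 29 macrophage markers had a median log2 fold change of 0.42 with IL-4 (adjusted p = 0.403 with an estimated correlation) and 0.90 with IL-13 (adjusted p = 0.0877 with an estimated correlation). Of 27 hemostasis genes 3 (F13A1, PLAU and ITGAM), of 27 eicosanoid genes 2 (ALOX15 and PTGDR2) and of 34 JAK-STAT genes 2 (SOCS1 and CISH) were among the 48 (adjusted p = 0.000141, 0.00659 and 0.00926). In the camera test of all 29 lists, the matrisome-associated list passed with an estimated correlation too (adjusted p = 0.0152 with IL-4 and 0.00173 with IL-13), with 14 and 17 genes higher adjusted over the list alone. So did the β2 integrin list (adjusted p = 0.0045 and 0.00140), with 5 genes higher adjusted over the list alone in both. The TYROBP, hemostasis and eicosanoid lists passed with IL-13 (adjusted p = 0.0248, 0.0281 and 0.0362 with an estimated correlation) and lost the call with IL-4 (adjusted p = 0.096, 0.0739 and 0.162 with an estimated correlation). Adjusted over the list alone, 7 hemostasis genes were higher with IL-4, 6 were higher and 1 lower with IL-13, and 4 eicosanoid genes were higher with each. The core matrisome list had a median log2 fold change of -0.01, a mean of -0.07 and an upward test with IL-4 (adjusted p = 0.227), with 1 gene higher adjusted over the list alone. With IL-13 it passed with the preset correlation (adjusted p = 2.81e-06, median 0.21, 5 genes higher adjusted over the list alone), and its adjusted p was 0.35 with an estimated correlation. Without 1 donor or library, ITGAM did not pass in 6 fits with IL-4 (without donor 2 among them, adjusted p = 0.0736 to 0.230) and 7 with IL-13 (without donor 1 or 2 among them, 0.0735 to 0.749), ITGAX in 6 and 3 (without donor 1 or 2 among them, 0.0843 to 0.356 and 0.0517 to 0.913), PLAU in 5 and 4 (without donor 1 among them, 0.0524 to 0.373 and 0.0603 to 1) and FCGR2A in 5 and 4 (without donor 2 among them, 0.0529 to 0.191 and 0.10 to 0.992). VCAM1 did not pass with IL-13 without donor 1 (adjusted p = 0.112), and CTSL did not with IL-4 without donor 2 (0.0947) or with IL-13 without donor 1 (0.360) or the IL-13 library of donor 1 (0.0882). Without donor 1, 5 lists in place of 9 passed the Fisher test, the eicosanoid list lost the camera call (adjusted p = 0.284 with IL-4 and 0.192 with IL-13), as did hemostasis with IL-4 (adjusted p = 0.129, and 0.0592 without donor 3), and the core matrisome list pointed down with IL-13 (adjusted p = 0.606). Without the genes the study shows, 4 of 32 response genes, 3 of 11 β2 integrin genes, 4 of 50 TYROBP genes and 4 of 85 matrisome-associated genes were among the 23 that remained (adjusted p = 1.15e-06, 2.43e-06, 2.43e-06 and 1.56e-05). The hemostasis, eicosanoid and JAK-STAT lists lost the Fisher call, with 1 of 24 (adjusted p = 0.12), 0 of 25 and 0 of 32 genes among the 23.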

Gene set enrichment analysis (Subramanian et al., 2005) of this subset identified significant overlap in MSigDB (Liberzon et al., 2011) gene sets associated with interleukin signaling, including IL-4 and IL-13 signaling, as well as with extracellular matrix (matrisome) (Figure 4D). These data indicate that IL-4 and IL-13 have overlapping effects on gene expression in the DRG, which is largely conserved with genes induced by IL-4 and IL-13 in other tissues.

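Genes that other cells raise in response to IL-4 or IL-13 rose as a group in the DRG cultures. Of 45 such genes tested, 15 were higher with IL-4 and 15 with IL-13, and 23 with each when adjusted over the list alone. The median log2 fold change was 2.12 with IL-4 with genes at 0 vehicle counts at their bound (2.40 as fitted) and 2.64 with IL-13 (adjusted p = 7.25e-06 and 4.8e-06 with an estimated correlation, camera). The list holds 13 genes that the study shows, and without these 4 of 32 genes were higher with both cytokines, or 8 adjusted over the list alone (adjusted p = 0.000577 and 0.00019 with an estimated correlation). The 4 were LIPA, the lysosomal acid lipase, MAOA, monoamine oxidase A, and the macrophage lectins MRC1 and CLEC10A. With IL-33, CLEC10A and MRC1 had log2 fold changes of 5.07 and 1.70, LIPA of 0.18 and MAOA of -0.29, none of them called. Only MAOA of the 4 passed all direct tests of IL-4 and IL-13 against IL-33 and CIS. The 45 genes had a median log2 fold change of 0.09 with IL-33 (adjusted p = 0.427, 1 higher adjusted over the list alone). With CIS the median was -0.05, or 0.00 at the bound, and the mean 0.20 (adjusted p = 0.641). Of 34 genes of JAK-STAT signalling, the pathway downstream of the IL-4 receptor, the inhibitors SOCS1 and CISH were higher with each cytokine. Adjusted over the list alone, 2 genes of this list were higher and 1 lower with IL-4, and 3 were higher with IL-13. The list passed with IL-13 (adjusted p = 0.0248 with an estimated correlation), and with IL-4 only with the preset correlation (adjusted p = 0.0101, and 0.0685 with an estimated correlation). Both calls ended without donor 1 (adjusted p = 0.216 with IL-4 and 0.152 with IL-13) or donor 3 (adjusted p = 0.992 and 0.159). From the genes shared between IL-4 and IL-13 and their overlap with gene sets of interleukin signaling and the matrisome, the paper reasons that the effects of both cytokines on genes of the DRG overlap and are largely the same as in other tissues.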

## Discussion

Despite recent advancements in our understanding of the cellular and molecular mechanisms of itch, human pruriceptive sensory neurons remain poorly understood. Substantial challenges in obtaining living human neural tissues as well as determining causal relationships in trials involving human subjects limit their study. While rodents and primates share many neuronal signaling pathways, the discrete functional populations are not fully conserved and, unlike with murine studies, only a few studies have described human and primate sensory neurons with single cell resolution (Nguyen et al., 2021; Tavares-Ferreira et al., 2021; Jung et al., 2023). For example, Nguyen et al. identified that populations of pruriceptive neurons in humans had no clear transcriptional correlation in mice and expressed polymodal receptor functionality (Nguyen et al., 2022). In the present study, we found that these populations of DRG neurons express type 2 cytokine receptors *IL4RA* and *IL13RA1* at the single cell level. These results are consistent with the detected low-level expression of *IL13RA1* and *IL4RA* transcripts in sorted murine NPPB-tdTomato^+^ neurons (Tseng and Hoon, 2021) as well as co-expression in presumptive itch-sensory subsets (NP1-3) from single-cell studies in mice (Chiu et al., 2014; Usoskin et al., 2015). While no transcripts for IL-33 receptor ST2 (*IL1RL1*) or Type 1 IL-4 receptor subunit *IL2RG* were detected in these subsets, the low depth of sequencing possible in this study limits conclusions about negative findings.

Results from this *ex vivo* study build on the recent findings by Miron et al. in several ways (Miron et al., 2022). First, we established that IL-4, in addition to IL-13, can potentiate calcium responses to histaminergic and non-histaminergic stimuli in human sensory neurons. Miron et al. found similar sensitization results to histamine and BAM8-22, as well as serotonin, after 20 min as well as 24 h of IL-13 exposure. These data are supported by previous findings that IL-4 can rapidly modulate calcium homeostasis in the context of cholinergic signaling in human and bovine smooth muscle cells (Madison and Ethier, 2001) and IL-13 can induce β-adrenergic hypo-responsiveness (Laporte et al., 2001). Although these cytokines share a common signaling cascade, they each have different binding kinetics and unique co-receptor complexes that can result in unique biology (Junttila, 2018). These differences are important to understand in the context of targeted biologic therapies against IL-4 and IL-13 used in the setting of chronic type 2 inflammation and pruritic disorders. Second, we also report that IL-33 can similarly sensitize neuronal calcium responses, demonstrating that the biology of type 2 cytokine sensitization extends beyond IL-4Rα signaling. However, the mechanism connecting type 2 cytokine exposure to enhanced calcium flux in response to subsequent stimuli in human DRG neurons remains unexplored.

One hypothesis is that type 2 cytokine signaling modulates TRPV1 and TRPA1 ion channels, which have been shown in mice to be critical for coupling G-protein couple receptor signaling such as MRGPRX1 and histamine receptors to an influx of extracellular Ca^2+^. In the present study we found that exposure to type 2 cytokines resulted in a notable increase the AITC-induced Ca^2+^, providing the first evidence of TRPA1 channel potentiation by type 2 cytokines. How this sensitization occurs remains unclear. One study in rodents demonstrated that purinergic G-protein couple receptor P2RX_3_ promoted hyperalgesia in trigeminal ganglia via phosphorylation of serine residues on TRPV1 (Salomon et al., 2013). Indeed, TRP channel phosphorylation and modulation of TRP channel insertion into the plasma membrane can promote hyperresponsivity to stimuli (Meng et al., 2021). Such a mechanism may explain how type 2 cytokines induced the influx extracellular calcium and potentiate neuronal responses to multiple pruritogenic stimuli.

We did not observe a similar sensitization of TRPV1 in this study. Although some sensitization following IL-4 treatment was observed, a slight repression of capsaicin responses occurred following IL-33 and IL-4 + IL-13 exposure. This differential effect on TRPA1 vs. TRPV1 may be due to differences in the mechanisms of desensitization of these channels (Akopian et al., 2007; Moparthi et al., 2020). For example, TRPA1 can be activated rather than repressed at certain intracellular Ca^2+^ concentrations (Jordt et al., 2004). However, future work is needed to fully interrogate the mechanisms underlying TRP channel modulation by type 2 cytokine exposure.

In addition to localized membrane signaling, chronic exposure to type 2 cytokines also has the capacity to induce transcription-dependent changes relevant to chronic itching, such as upregulation of pruriceptors or changes in neuronal growth or branching. We measured whole-transcriptome changes in human DRG cultures stimulated with IL-4, IL-13, and IL-33 for 24 h. RNA-Seq analysis demonstrated changes in expression of a considerable number of genes, including 70 genes that were uniquely upregulated >2-fold by either IL-4 or IL-13. Our finding is consistent with recently published data reporting an increase in transcripts related to atopic dermatitis, inflammation, and itch after IL-13 stimulation in human DRG cultures (Miron et al., 2022). In our study, IL-4 treatment induced a highly overlapping set of genes to IL-13. 

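IL-4 + IL-13 together raised 58 genes and lowered 1 (n = 3 donors), and these held each of the 48 genes that rose with both cytokines alone. With the combination, CISH had a log2 fold change of 3.49 (standard error 0.34, adjusted p = 1.47e-05) and MSX1 of 3.41 (standard error 0.25, adjusted p = 5.94e-07). LIF was lower with IL-4, IL-13 and the combination (log2 fold change -1.03 with the combination, adjusted p = 0.000989, and 0.0992 without donor 1). With IL-13 LIF did not pass without donor 1 (adjusted p = 0.350) or the IL-13 library of donor 1 (adjusted p = 0.0614). FERMT3, an integrin activator of blood cells, and PLVAP, an endothelial protein, rose with the combination (log2 fold changes 1.31 and 0.94, adjusted p = 0.019 and 0.0471) and did not pass with IL-4 (adjusted p = 0.751 and 0.125) or IL-13 (adjusted p = 0.148 and 1). No gene differed between the combination and IL-4, or between the combination and IL-13, in the direct tests of edgeR. In these tests 602 and 189 genes had an unadjusted p under 0.05, DESeq2 called 86 and 63 of the same genes and 381 and 185 of all genes with a count, and limma called 0 and 0. The comparisons of IL-4 and of IL-13 share the 3 vehicle libraries, which alone makes their fold changes correlate. The correlation across 20486 genes was 0.469, and 0.438 (0.430 to 0.452) in 10 simulations of unchanged groups that share their vehicle. IL-4 and IL-13 each shared 0 called genes with CIS, yet these pairs also lay above their simulations (0.473 against 0.431 and 0.511 against 0.432). IL-4 with IL-33 lay below (0.387 against 0.502), and IL-13 with IL-33 was level (0.444 against 0.443). The excess was thus not particular to IL-4 and IL-13. Of genes called higher, 48 were shared between IL-4 and IL-13. If the comparisons were independent, 0.159 would be shared, but they share the vehicle libraries. The simulations shared 0.2 on average, but they hold no changed gene, so few genes could pass. Neither number is a baseline for the 48. IL-4 shared 50 with the combination, and IL-13 shared 51. FERMT3 did not pass without donor 1 or 2, or the vehicle library or the combination's library of donor 1 or 2 (adjusted p = 0.132 to 0.832), and PLVAP did not pass without any 1 donor or library (adjusted p = 0.0581 to 0.359). Without donor as a term (no replicate block) 15 genes passed with the combination, DESeq2 called 184 of the same genes and 318 of all genes with a count, edgeR 209 with no filter on low counts and 19 with only the 2 groups compared, and limma on log2(FPKM + 1) called 31. With the combination, 151 genes passed without donor 3, 27 without donor 2, 30 without donor 1, 33 without the combination's library of donor 1 and 27 without that of donor 2. The combination differed from IL-4 in 28 genes without donor 3, 25 without the IL-4 library of donor 1, 5 without that of donor 3 and 2 without donor 1, and from IL-13 in 79 genes without donor 3 and 3 without the IL-13 library of donor 3. The genes shared between IL-4 and IL-13 in either direction were 49, and 12 without donor 1, 23 without donor 2, and 29 and 32 without the vehicle library of donor 1 or 2.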

We did not detect any upregulation of receptors of tested ligands in this study; however, it should be noted that transcriptomic changes were observed after 24 h, while functional sensitization was measured after 2 h of cytokine exposure.

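Of 33 receptors of the tested ligands, 29 were expressed highly enough to test, and none passed the edgeR test with any treatment. The IL-33 receptor gene IL1RL1, which encodes ST2, had 16.5 ± 6.92 CPM with IL-4 against 1.29 ± 0.916 with vehicle (log2 fold change 4.16, 95% interval 1.85 to 6.47, adjusted p = 0.291, n = 3 donors), and a log2 fold change of 3.28 with IL-13 (0.88 to 5.68, n = 2). The histamine receptor gene HRH2 had log2 fold changes of 2.20 with IL-4 and 2.36 with IL-13 (adjusted p = 0.597 and 0.857). The IL-13 receptor gene IL13RA2 had 3 counts over the vehicle libraries. Its CPM ratio was 5.50 with IL-4 (95% counting interval 1.61 to 29.1), 3.92 with IL-13 (0.98 to 22.5) and 17.8 with IL-4 + IL-13 (5.82 to 88.5). These counting intervals leave out the spread between donors. The log2 fold change with IL-4 was 0.21 for IL4R (95% interval -0.24 to 0.65), 0.14 for IL13RA1 (-0.16 to 0.43) and 0.30 for the histamine receptor gene HRH1 (-0.12 to 0.73). The ion channel genes TRPA1 and TRPV1 had log2 fold changes of 0.69 (0.13 to 1.25) and 0.35 (-0.27 to 0.97) with IL-4. At an unadjusted p under 0.05, 6 receptors passed with IL-4 (3 of them higher), 3 with IL-13 (2 higher), 4 with IL-4 + IL-13 (2 higher), 1 with IL-33 and 1 with CIS (0 higher). Adjusted over the list alone, PTGER3, a receptor for prostaglandin E2, was lower with IL-4 + IL-13 (log2 fold change -0.88), IL-33 (-1.0) and CIS (-1.05), and no receptor passed with IL-4 or IL-13. As a list, the receptors did not pass in camera with any treatment (lowest adjusted p = 0.296, with IL-33). Their median, mean and test had different signs with IL-4 (median -0.10, mean -0.11, an upward test) and with IL-4 + IL-13 (median -0.23, mean 0.21). The 95% interval excluded a 2-fold rise for 10 of 29 receptors with IL-4 and 12 of 29 with IL-13. The serotonin receptor genes HTR2C, HTR4 and HTR6 had too few counts to test, and HTR1A had 0 counts. Of 34 genes of itch neurons, none was called with any treatment in edgeR, and 1 was higher with IL-4 when adjusted over the list alone. The list did not pass with IL-4 (adjusted p = 0.0634, median log2 fold change 0.17), IL-13 (0.81), IL-4 + IL-13 (0.239), IL-33 (0.611) or CIS (0.524). Over all treatments, DESeq2 called 6 receptors and limma called 0. EdgeR called 6 with no filter on low counts and 3 with only the 2 groups compared. It called 1 with protein-coding genes only, without donor 3, or without the vehicle library of donor 2. The direction of these calls is not given here, so they do not show whether a receptor was raised.

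**Figure D4:**
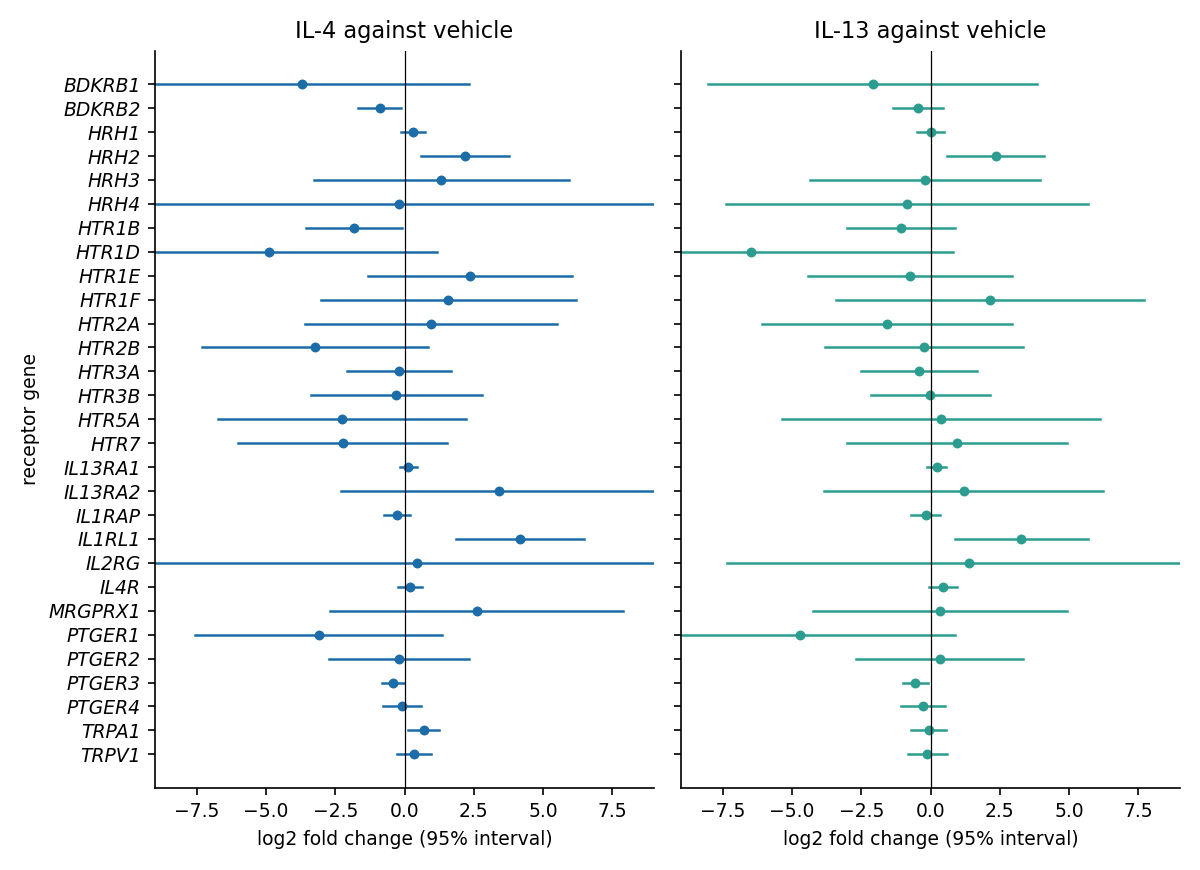
Log2 fold change with its 95% interval for the 29 receptors of tested ligands with IL-4 and IL-13 against vehicle. Points are fitted values and lines are intervals, drawn to the edge of the axis where they pass it. IL1RL1 stands at 4.16 with IL-4 and 3.28 with IL-13, and no receptor passed the test over all genes.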

It also is important to consider that the transcriptomic experiments are conducted on bulk RNA from a mixed culture of cell types isolated from human DRGs. This includes neurons as well as a variety of glia, stromal cells, and immune cells (Valtcheva et al., 2016; Ray et al., 2018; Avraham et al., 2022). Such non-neuronal cells may play an important role in modulating itch sensation. 

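Markers of neurons, glia, stromal cells and macrophages were all expressed in the vehicle cultures. As the mean log2 CPM of a list (± SD, n = 3 donors), satellite glia markers stood at 6.33 ± 0.64, fibroblast markers at 6.15 ± 0.49, neuron markers at 5.36 ± 1.36, mural cell markers at 5.05 ± 0.76, endothelial markers at 5.01 ± 0.47, Schwann cell markers at 4.66 ± 1.05 and macrophage markers at 4.29 ± 0.93. Markers of T, NK and B cells stood at -1.29 ± 0.94 and those of mast cells and eosinophils at -0.74 ± 0.89. Macrophage markers stood at 4.73 ± 0.44 with IL-4, 5.33 ± 0.05 with IL-13, 4.81 ± 0.12 with IL-33 and 3.86 ± 0.09 with CIS. Their median log2 fold change of -0.63 with CIS passed in camera with the preset correlation (adjusted p = 2.45e-13) and had an adjusted p of 0.257 with an estimated correlation, and without donor 3 the list pointed up (adjusted p = 0.923). Among the TYROBP genes SPP1 was lower with CIS, where that list had a median of -0.22 (adjusted p = 0.393 with an estimated correlation). No neuron marker was called, also when adjusted over the list alone. Neuron markers had median log2 fold changes of 0.21 with IL-4, -0.26 with IL-33 and -0.24 with CIS (adjusted p = 0.565, 0.445 and 0.403 with an estimated correlation), and -0.12 with IL-13 (adjusted p = 0.502 with the preset correlation). These directions turned for IL-4 without donor 2 (adjusted p = 0.891), and for IL-33 and CIS without donor 3 (adjusted p = 0.987 and 0.748). Of the 16 satellite glia markers none was called and the list did not pass with any treatment (lowest adjusted p = 0.0575, with IL-13). Schwann cell markers had medians of 0.25 with IL-4 and -0.20 with CIS (adjusted p = 0.534 and 0.551 with an estimated correlation), and none was called. Fibroblast markers had medians of 0.51 with IL-13 and 0.31 with CIS (adjusted p = 0.096 and 0.399 with an estimated correlation), with 1 higher with IL-13 when adjusted over the list alone. Endothelial markers had medians of -0.39 with IL-13, 0.26 with IL-4 + IL-13 and 0.29 with CIS (adjusted p = 0.393, 0.57 and 0.378 with an estimated correlation), and PLVAP was higher with IL-4 + IL-13. Mural cell markers had medians of 0.16 with IL-33 and 0.22 with CIS (adjusted p = 0.412 and 0.378 with an estimated correlation). Of 12 MHC class II genes none was called, with 4 higher with IL-4 + IL-13 and 2 with IL-4 when adjusted over the list alone, and the largest median was 0.38 with IL-4 + IL-13 (adjusted p = 0.103 with an estimated correlation). Of 9 tested mast cell and eosinophil markers, SIGLEC8, an eosinophil and mast cell lectin, was higher with IL-4, IL-13 and IL-4 + IL-13, and the list had adjusted p = 0.418, 0.403 and 0.451 with an estimated correlation with IL-13, IL-4 + IL-13 and IL-33. SIGLEC8 did not pass in edgeR without donor 2 with any of the 3 (adjusted p = 0.123 with IL-4, 0.0595 with IL-13 and 0.0886 with IL-4 + IL-13). The T, NK and B cell list did not pass with any treatment (lowest adjusted p = 0.502, with CIS).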

Increased expression of glial fibrillary acidic protein, a marker of astrocyte activation, has been observed in the spinal cords of mice undergoing different chronic itch disease models (Shiratori-Hayashi and Tsuda, 2020, 2021) and the IL-33 receptor ST2 is expressed on spinal dorsal horn astrocytes and contributes to both STAT3-dependent astrocytic activation and chronic itch (Du et al., 2019). Whether spinal glia regulate the phenomenon of itch sensitization in response to IL-4 or IL-13 remains to be tested.

Our study has several important limitations. First, our study is limited in scope to a single dose and time point for each cytokine and agonist. Unlike studies in research animals, acquisition of human sensory neurons is more limited and required a restricted scope of work. In addition, we observed a significant amount of variability in responses between donors. While it would be interesting to understand whether this variability relates to the donors’ exposures, genetics, and other factors, these details are not available for our de-identified donor population. Although we are unable to draw conclusions about negative findings due to these limitations, it is important to continue to interrogate human primary cells whenever possible to translate the detailed work done in model systems to humans and hopefully 1 day to patient therapies.

Taken together, our data indicate that type 2 cytokines IL-4, IL-13, and IL-33 have acute and chronic effects on neuronal excitation, pruritogen sensitization, and transcript regulation in human sensory neurons. In this study, we demonstrate that IL-4 and IL-13 have overlapping functions in neuronal sensitization and gene expression changes in human DRG. Furthermore, IL-33 also promoted enhanced responsiveness, indicating that type 2 cytokine impact on neuronal sensitization extends beyond IL-4Rα and JAK–STAT signaling. The mechanism by which IL-4, IL-13, and IL-33, can sensitize human DRG neurons to subsequent stimuli, as well as how this impacts itch sensation in chronic inflammatory diseases such as AD, remains an exciting area for future investigation.

## Data availability statement

The data presented in this study are deposited in the Gene Expression Omnibus (GEO) repository. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242488 accession number GSE242488.

## Ethics statement

Ethical approval was not required for the studies involving humans because studies involved tissue donated by organ donors for research purposes. Legal consent was provided by the organ donor or next of kin according to the policies established by the United Network for Organ Sharing (UNOS). The studies were conducted in accordance with the local legislation and institutional requirements. The human samples used in this study were acquired from AnaBios Corporation’s procurement network, which includes only US-based Organ Procurement Organizations and Hospitals. Written informed consent to participate in this study was not required from the participants or the participants’ legal guardians/next of kin in accordance with the national legislation and the institutional requirements.

## Author contributions

MM: Conceptualization, Investigation, Writing – review & editing, Data curation, Formal analysis, Writing – original draft, Visualization. YM: Investigation, Methodology, Writing – review & editing, Data curation, Formal analysis, Supervision. FC: Writing – review & editing, Investigation, Methodology. PM: Writing – review & editing, Methodology, Project administration, Resources. AZ: Writing – review & editing, Supervision. AK: Writing – review & editing, Supervision. DR: Writing – review & editing, Conceptualization, Funding acquisition, Project administration, Supervision. PB: Writing – review & editing, Conceptualization, Supervision.

## Abbreviations

AITC: Allyl isothiocyanate
IL: Interleukin
CIS: Control inflammatory stimuli
CVA: Cerebrovascular accident
DRG: Dorsal root ganglion
GSW: Gunshot wound
ICH: Intracerebral hemorrhage
hDRG: Human dorsal root ganglion
OSM: Oncostatin M
TRP: Transient receptor potential
t-SNE: t-distributed stochastic neighbor embedding

# Supplementary material for: Type 2 cytokines sensitize human sensory neurons to itch-associated stimuli
**Source:** Front Mol Neurosci. 2023 Oct 5;16:1258823. doi: 10.3389/fnmol.2023.1258823
**Supplement:** Supplementary file 1

Type 2 Cytokines Sensitize Human Sensory Neurons to Itch-associated Stimuli

Supplementary Table 1. Donor demographics

AITC, allyl isothiocyanate; BMI, body mass index; CIS, control inflammatory stimuli; CVA, cerebrovascular accident; GSW, gunshot wound; ICH, intracerebral hemorrhage; IL, interleukin.

N = 5 donors

**Supplementary Table 2**. Results of differential gene expression analysis of human DRG cultures.

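Table S2 gives, for each gene, the mean normalized count over all libraries and, for each treatment against vehicle, the log2 fold change, its standard error, the Wald statistic, p and adjusted p that DESeq2 reports. A log2 fold change above 0 stands for a higher level with the treatment than with vehicle. The copy at hand held the first 1628 genes and left out 24942. For 1606 of these genes the raw counts of all genes were tested with DESeq2, with treatment and donor as terms. The log2 fold change differed from the paper's value by less than 0.01 in 1606 of 1606 genes for each treatment, and the median ratio of standard errors was 1.01. In the other 22 lines the gene's identifier stands with the symbol and the values of another gene. HSPA5, for example, has a mean normalized count of 22658, whereas its identifier stands with the symbol and the mean count of PKHD1 (the paper's 3.77). Standard errors for IL-13, with 2 donors, were 1.15 times those for IL-4, with 3, in the paper's table.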

(Attached along with this manuscript)

How the deposited data were processed for this re-analysis (not part of the article)

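RNA of human DRG cultures from 3 donors was sequenced after 24 h with vehicle, IL-4, IL-13, IL-4 + IL-13, IL-33 or CIS, in 16 libraries. IL-13 and CIS had libraries of donors 1 and 3, and the other conditions had 1 library of each of the 3 donors. The authors' tables hold raw counts per gene and FPKM. The FPKM values equal counts divided by gene length and library total, times 1 constant factor per library. The release of the gene annotation is not stated. Total counts were 19652367 to 28945195 per library.

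Counts were analysed in R 4.3.3. Genes on chromosome Y, XIST and TSIX (520 of 58735) were left out, since the donors were not to be characterized. The filter of edgeR 4.0.16 (filterByExpr on the treatment groups, minimum count 10) kept 20486 genes. After TMM normalization, 1 quasi-likelihood model with robust estimation took treatment and donor as terms over all 16 libraries, and p was adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Each treatment was compared with vehicle, and IL-4, IL-13, the combination, IL-33 and CIS with each other where a claim needed the direct test. Comparisons, tests, gene lists, alternatives and the rule for named genes were set before the data were examined, though Table S2 and Fig. 4 of the paper had been seen.

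Donor was kept as a term because the standard errors for IL-13 stand to those for IL-4 in Table S2 in a ratio of 1.145, which a model with donor gave (1.146) and a model without donor did not (1.118). After treatment means were removed, libraries of the same donor had a mean correlation of 0.152 and those of different donors of -0.077, and 14 of 16 libraries correlated best with their own donor.

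Genes were named by rule: for each comparison with vehicle, the 15 protein-coding genes with the largest and the 10 with the lowest log2 fold change among those past the threshold, with a mean log2 CPM of at least 0 and the same direction in every donor; the genes the paper names or shows; the receptors of tested ligands; and at most 6 called members of each list. Any other gene is said to be chosen after its values were seen.

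The 29 gene lists were written by hand, since MSigDB was not at hand: 7 genes of the paper's text, 30 genes of Fig. 4C, the IL-4 and IL-13 response, JAK-STAT signalling, the NF-κB and MyD88 response, immediate early genes, the interferon response, matrisome core and associated genes, β2 integrins, the TYROBP network, hemostasis, eicosanoids, neurite growth, itch neuron genes, receptors of tested ligands, proliferation, heat shock and ER stress, hypoxia, MHC class II, and markers of neurons, satellite glia, Schwann cells, endothelial cells, mural cells, fibroblasts, macrophages, T, NK and B cells, and mast cells and eosinophils. Of their genes, 13 of the IL-4 and IL-13 response, 8 of the matrisome-associated list and 4 of the TYROBP network are also shown by the study. So are 3 hemostasis genes, 2 each of the eicosanoid, JAK-STAT and β2 integrin lists, and 1 each of the hypoxia, itch neuron and NF-κB and MyD88 lists. Of the TYROBP network, 8 genes are also macrophage markers. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 29 lists and 5 comparisons, and again with a correlation estimated per list. Of the 145 tests, 72 passed with the preset and 21 with the estimated correlation. Over-representation among genes higher with both IL-4 and IL-13 was tested with a one-sided Fisher's exact test against the genes tested. The lists in this test cover the themes of Fig. 4D, which the study found in these samples.

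Agreement between donors was the Pearson correlation across genes of the log2 fold changes of single donors (prior count 2). Libraries were clustered on log2(FPKM + 1) of the top 50 genes of each comparison. Unchanged groups sharing their vehicle libraries were simulated 10 times. Genes with 0 counts in a group were given a bound against a floor of 3 counts over the group, and genes with 1 to 3 counts a ratio with an exact interval at 95%, both for counting error alone.

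The edgeR test was also run on simulated data with 200 changed genes. It recovered 31.3, 49.3 and 45.5% of genes changed 2-, 4- and 8-fold at the design of IL-4 against vehicle, with 7 false calls, and 22.4, 46.3 and 59.1% at that of IL-13, with 4 false calls. At the designs of IL-33 and CIS it recovered 34.3 and 25.4% of genes changed 2-fold, 49.3 and 46.3% of those changed 4-fold and 66.7 and 57.6% of those changed 8-fold.

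Alternatives were a model without donor, DESeq2 1.42.0 on the same genes and on all genes with a count, RLE normalization, no filter on low counts, a filter of 1 CPM in 3 libraries, only the 2 groups compared, protein-coding genes only, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and a log2 fold change over 1. DESeq2 kept its default filter on low mean counts and its cutoff for outlier counts on the same genes, and ran without both on all genes with a count. Each donor, and each library of the groups compared, was left out in turn. Alternatives chosen after the data were seen were a run without the 8 libraries with the fewest genes detected, 4 sets of DESeq2 calls restricted by direction, size or gene type, and the interferon list without each donor with an estimated correlation.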

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

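The test of macrophage markers against the TYROBP and Fig. 4C genes together was set before its result was seen, whereas the tests of the TYROBP genes in left-out donors, of detection, the other splits and the levels of abundant macrophage genes were chosen after the result was seen.

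The paper does not discuss 8 genes that were higher than vehicle with IL-4, IL-13 and IL-4 + IL-13 at an adjusted p under 0.05, with the largest log2 fold changes with IL-4 among such protein-coding genes with a mean log2 CPM of at least 0 over the 16 libraries. IL1RN, the IL-1 receptor antagonist, had log2 fold changes of 4.23 with IL-4 (standard error 0.34, adjusted p = 2.34e-06) and 4.25 with IL-13. The macrophage mannose receptor gene MRC1 had 3.39 and 3.56 (adjusted p = 0.00599 with IL-4), and the lectin gene SIGLEC8 3.17 and 3.59 (adjusted p = 0.00579). The IgG receptor gene FCGR2A had 2.10 and 2.37 (adjusted p = 0.0281), and SFRP1, a secreted inhibitor of Wnt signalling, 1.80 and 2.14 (adjusted p = 0.000266). APOLD1 had log2 fold changes of 1.76 and 2.28, the phospholipase gene PLCB2 1.74 and 1.79, and the zinc transporter gene SLC39A8 1.73 and 1.47 (adjusted p = 0.0187, 0.0121 and 0.00391 with IL-4). IL1RN passed with both cytokines, and SFRP1 with IL-4, in every fit without 1 donor or library. With IL-4, SIGLEC8 did not pass without donor 2 (adjusted p = 0.123), SLC39A8 without donor 1 (0.0552) and MRC1 without donor 2 (0.160) or the vehicle library of donor 1 or 2 (0.0559 and 0.0614). APOLD1, FCGR2A and PLCB2 did not pass with IL-4 without donor 2 (adjusted p = 0.271, 0.191 and 0.370), the vehicle library of donor 2, or the IL-4 library of donor 2 or 3, APOLD1 also not without donor 1, APOLD1 and PLCB2 not without the vehicle library of donor 1, and FCGR2A not without that of donor 3. With IL-13, MRC1, FCGR2A, SIGLEC8, APOLD1, PLCB2 and SLC39A8 did not pass without donor 2 (adjusted p = 0.103, 0.10, 0.0595, 0.0712, 0.222 and 0.0963) or the IL-13 library of donor 1, and SFRP1, SIGLEC8, FCGR2A, APOLD1, PLCB2 and SLC39A8 did not without donor 1 (adjusted p = 0.302, 0.227, 0.112, 0.353, 1 and 1). MRC1, PLCB2 and SLC39A8 also did not pass with IL-13 without the vehicle library of donor 1, PLCB2 and SLC39A8 without that of donor 2, SLC39A8 without that of donor 3, and FCGR2A and SLC39A8 without the IL-13 library of donor 3.

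Genes of the TYROBP network, a myeloid list, were among those that rose with IL-4 and IL-13, and a larger share of macrophages in the treated cultures is 1 explanation. The 29 macrophage markers had median log2 fold changes of 0.42 with IL-4 (quartiles 0.16 and 0.62) and 0.90 with IL-13 (0.51 and 1.19), and all 54 TYROBP genes 0.39 and 0.83. Both lists also pointed up with IL-33, with medians of 0.45 and 0.26 and no gene called. There they passed in camera with the preset correlation (adjusted p = 2.05e-11 and 1.78e-11) and not with an estimated correlation (0.289 and 0.255). With IL-33 the call of the markers at the preset correlation ended without donor 1 (adjusted p = 0.122). In single donors the mean of the markers ran from 0.02 to 1.18 with IL-4 and from 0.08 to 2.01 with IL-13. The set fixed beforehand, called genes of the TYROBP network and of Fig. 4C, lay 1.95 or more above the markers, but it holds genes chosen by their own result, and 25 of its 29 genes with IL-4 are of Fig. 4C and not all myeloid, so this decides nothing. TYROBP genes called without a donor were therefore measured in that donor. Their median lay above that of the markers by 2.12 in donor 1 and 1.25 in donor 3 with IL-4 (3 and 9 genes), and by 2.92 in donor 1 and 0.993 in donor 3 with IL-13 (1 and 13 genes), and no gene was called with IL-4 without donor 2. With so few genes a larger share of macrophages cannot be told apart from a change in the expression of these genes. Abundant macrophage genes had log2 fold changes of -0.61 (CD14), 0.40 (LAPTM5), 0.95 (C1QC), 0.58 (C1QB) and 0.45 (C1QA) with IL-4, and -0.49, 0.67, 1.30, 1.01 and 0.99 with IL-13. A response of macrophages or of other cells to the cytokines stays open too and was not tested.

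Fewer genes were detected in 8 of the 16 libraries. After every library was thinned to the smallest total, the 8 libraries had 15754 to 18471 genes and the others 21642 to 23699, a gap of 3171, so fewer counts are excluded as the cause. The treatment is excluded as the whole cause, since 5 conditions hold both kinds of library. A part of the treatment in it stays open, as 0 of 2 CIS libraries were among the 8. The 8 comprised 4 of 4 libraries of donor 2, 3 of 6 of donor 1 and 1 of 6 of donor 3, so the donor is excluded as the whole cause, since 2 donors hold both kinds, while a part of the donor in it stays open. Genes with 1 to 9 counts numbered 398 to 2227 in the 8 libraries and 4383 to 6505 in the others. The amount of RNA in a library was not tested, since the tables do not give it, and no biological explanation was tested.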

How the results depend on the processing

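Alternatives that leave out the 8 libraries with the fewest genes detected, the 4 DESeq2 sets by direction, size or gene type, and the interferon list without 1 donor with an estimated correlation, were chosen after the results were seen. RLE normalization and a log2 fold change over 1 kept each count of genes within 1.5 times its value, as did protein-coding genes only except for the receptors (1 in place of 0), and a filter of 1 CPM except for CIS (2 in place of 5). The causes of the changes below were not tested, apart from the fewer samples where libraries are left out.

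Counts of genes are given for IL-4, IL-13, the combination, IL-33 and CIS against vehicle. Without donor as a term (no replicate block) 18, 20, 15, 0 and 0 genes passed, 13 and 13 for IL-4 and IL-13 against IL-33, 14 and 23 against CIS, and 16 genes were shared by IL-4 and IL-13 (16 not called with IL-33 or CIS). DESeq2 on the same genes called 296, 184, 184, 90 and 65 genes, of which 128, 73, 59, 70 and 41 had a mean under 1 CPM, while all but 1 of the edgeR calls were among them. It called 103 for IL-4 against IL-13, 86 and 63 for the combination against IL-4 and IL-13, 484 and 210 against IL-33, 359 and 257 against CIS, 99 shared and 6 receptors. DESeq2 on all genes with a count called 610, 234, 318, 341 and 90, then in the same order 256, 381, 185, 927, 391, 531, 398, 126 shared (77 not called with IL-33 or CIS) and 6 receptors. With no filter on low counts these were 221, 217, 209, 49 and 90, then 50, 36, 16, 346, 218, 394, 261, 118 (93) and 6. With only the 2 groups compared they were 33, 22, 19, 0 and 77, with 4 for IL-4 against IL-13, 105 for IL-13 against IL-33, 157 and 243 against CIS, 17 shared (16) and 3 receptors. Limma on log2(FPKM + 1) called 45, 37, 31, 1 and 3, with 54 for IL-13 against CIS and 31 shared (27), and on log2(FPKM + 0.1) 44, 29, 34, 1 and 1, with 27 shared (25). Without the 8 libraries, which leaves no library of donor 2, 1 library each of vehicle, IL-4, IL-13 and IL-33, and 1 residual degree of freedom, 296, 441, 830, 1426 and 1701 genes passed, then 145, 501, 14, 1434, 1081, 2393, 1301, 162 and 12. The DESeq2 sets gave 175, 126, 141, 32 and 22 (higher, protein-coding; 87 shared, 75 not called with IL-33 or CIS), 242, 150, 193, 83 and 42 (higher; 101 and 78), 132, 114, 104, 26 and 19 (over 2-fold, protein-coding; 77) and 199, 138, 155, 77 and 39 (over 2-fold; 91).

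Without 1 donor or library, the count ranged from 25 to 172 for IL-4, 13 to 212 for IL-13, 27 to 151 for the combination, 0 to 57 for IL-33 and 1 to 14 for CIS. For IL-4 against IL-13 it ranged from 0 to 145, for the combination against IL-4 and IL-13 from 0 to 28 and 0 to 79, for IL-4 and IL-13 against IL-33 from 28 to 216 and 12 to 225, and against CIS from 24 to 156 and 28 to 122. The shared genes ranged from 12 to 73, those not called with IL-33 or CIS from 12 to 51, those that pass the 4 direct tests from 9 to 18 (21 with all libraries, 8 without donor as a term, 35 and 38 with DESeq2 on the same and on all genes, 44 with no filter on low counts, 13 with only the 2 groups compared and 44 without the 8 libraries), list tests that pass from 53 to 74, over-represented lists from 5 to 11 and receptors from 0 to 1. Fits that leave IL-13 or CIS with 1 library assume that it varies like the others. Among genes with a mean log2 CPM of at least 3, mean r between donors was 0.041 for IL-4, 0.412 for IL-13, 0.194 for the combination, -0.038 for IL-33 and 0.230 for CIS. All 16 libraries stood on the side of their treatment with complete linkage and Euclidean distance, and with donor means removed from the 500 most variable genes.

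No named gene turned its direction. Of 135 tests of named genes, 120 kept their side of the threshold with DESeq2 and 15 that had not passed did so, 65 kept it without donor as a term, 73 and 83 kept it without donors 1 and 2, and without donor 3 8 were lost and 4 gained. With an estimated correlation 21 list tests passed in place of 72, and the interferon list passed with no treatment, also not without 1 donor (adjusted p = 0.393 to 0.974). Without donor as a term (no replicate block), 5 list tests turned their direction: core matrisome with IL-13 (adjusted p = 0.576) and CIS (0.196), and neuron (0.532), fibroblast (0.957) and hypoxia genes (0.976) with CIS. Without 1 donor 10 list tests did, 3 of them among these 5, given with the lowest and highest adjusted p of the fits without 1 donor: without donor 1, core matrisome with IL-13 (8.62e-09 to 0.606) and hypoxia with CIS (0.00453 to 0.661); without donor 2, neuron markers with IL-4 (0.000139 to 0.891), and proliferation with the combination (1.75e-07 to 0.218) and IL-33 (6.41e-05 to 0.239); and without donor 3, core matrisome with the combination (4.09e-05 to 0.830), neuron markers with IL-33 (5.46e-18 to 0.987) and CIS (1.62e-11 to 0.748), and macrophage markers (5.67e-26 to 0.923) and TYROBP genes (1.31e-16 to 0.183) with CIS. Depth limits genes near the floor: PTGDR2 and SELP had 0 vehicle counts, CCL24 1, KRT16 2, and ALOX15 and IL13RA2 3 each. The vehicle libraries of donors 1 and 2, among those with fewer genes detected, limit these genes further.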

Differences from the paper's values

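The 4 sets of DESeq2 calls named here were chosen after the values were seen; the other settings were set before the data were examined. The paper's threshold is an adjusted p under 0.05 (legend of Fig. 4A), the same as here, and its methods name DESeq2.

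For IL-4 the paper shows about 150 genes in Fig. 4A, read by eye, and 62 passed here. The count was within 1.5 times the paper's with no filter on low counts (221), without donor 3 (172) and without the IL-4 library of donor 1 (170), and not under the other alternatives set before the data were examined, among them DESeq2 on the same genes (296) and on all genes with a count (610). For IL-13 the paper shows about 130 genes in Fig. 4A, read by eye, and 61 passed here. The count was within 1.5 times the paper's with DESeq2 on the same genes (184) and without the IL-13 library of donor 3 (94), and not under the other alternatives, among them DESeq2 on all genes with a count (234). For IL-33 the paper shows about 43 genes in Fig. 4A, read by eye, and 0 passed here with edgeR, with 641 genes at an unadjusted p under 0.05, 90 with DESeq2 on the same genes, 341 with DESeq2 on all genes with a count and 1 with limma. The count was within 1.5 times the paper's with no filter on low counts (49) and without donor 3 (57), and not under the others. For CIS the paper shows about 25 genes in Fig. 4A, read by eye, and 5 passed here. None of the alternatives set before the data were examined came within 1.5 times of the paper's, with DESeq2 at 65 on the same genes and 90 on all genes with a count.

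Of the DESeq2 calls on all genes, those higher and protein-coding, a set chosen after the values were seen, numbered 175, 126, 32 and 22 for IL-4, IL-13, IL-33 and CIS, each within 1.5 times the paper's. They drop 0 of the 30 genes of Fig. 4C and 1 of the 7 genes of the text (NPPB). The other 3 sets chosen after the values were seen drop the same numbers of genes. Those higher by over 2-fold and protein-coding numbered 132, 114, 26 and 19, where IL-33 is not within 1.5 times, those higher 242, 150, 83 and 42, and those higher by over 2-fold 199, 138, 77 and 39.

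The paper names NPPB and SUCNR1 among the genes raised by IL-4 and IL-13. Here their log2 fold changes were positive, and the adjusted p with IL-4 was 0.0987 and 0.281. Both passed in edgeR with no filter on low counts, and SUCNR1 also with DESeq2 and limma, while the other 5 of the 7 genes named there passed here. Of the 30 genes of Fig. 4C, CCL24, KRT16, MS4A6A, SELP and SUCNR1 did not pass here with both cytokines. DESeq2 called 30 of the 30, and edgeR with no filter on low counts 28, without CCL24 and SELP. Without donor 3 edgeR called 24, with MS4A6A gained and IGSF6 and MMD2 lost. The paper reports that clustering set apart the libraries treated with IL-4 or IL-13. Here 10 of 16 libraries stood on the side of their treatment with average linkage of correlations, and 16 with complete linkage on Euclidean distances or with donor means removed. In the clustering by correlations, the libraries other than CIS stood side by side by donor. Correlations also take out each library's mean over the genes, and with it a rise that most genes share. Linkage and distance were changed together, so the 10 decides nothing.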

Other observations

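The tests of the interferon genes, and of the other splits of the libraries, were chosen after the result was seen.

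Of 26 hypoxia genes, EGLN3, a prolyl hydroxylase of the hypoxia response, was higher with IL-4 (log2 fold change 2.16, and not past the threshold without donor 1 or donor 2, adjusted p = 0.0766 and 0.123), IL-13 and the combination. The list as a whole pointed down with the combination (median -0.30, adjusted p = 6.94e-05, and 0.279 with an estimated correlation) and up with CIS (median 0.13, adjusted p = 0.04, and 0.565 with an estimated correlation). Without donor 2 the call with the combination ended (adjusted p = 0.0618), and without donor 1 the list pointed down with CIS (0.661). None of 22 heat shock and ER stress genes was called, also when adjusted over the list alone, and the list did not pass with any treatment (lowest adjusted p = 0.156, with IL-4). Of 37 neurite growth genes, LIF was lower with IL-4, IL-13 and the combination, and the list passed with IL-13 (median -0.18, adjusted p = 0.0141), with an adjusted p = 0.119 with an estimated correlation, 0.534 without donor 1 and 0.151 without donor 3. None of 27 proliferation genes was called, and the list had medians of -0.20 with the combination and -0.31 with IL-33 (adjusted p = 0.00134 and 0.00631 with the preset and 0.548 and 0.592 with an estimated correlation), which turned without donor 2 (adjusted p = 0.218 and 0.239). Its mean in single donors ran from -1.67 to 0.61 with the combination and from -1.49 to 0.39 with IL-33.

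Of 40 interferon response genes none was called over all genes with edgeR, and adjusted over the list alone 2 were lower with the combination, 10 with IL-33 and 1 with CIS. Their median log2 fold change was 0.41 with IL-4, -0.30 with IL-13, -0.40 with the combination, -0.74 with IL-33 and -0.60 with CIS, and the list passed in camera with the preset correlation (adjusted p = 1.37e-08, 0.0146, 3.88e-11, 1.06e-21 and 5.24e-22) and in no comparison with an estimated correlation (adjusted p = 0.352, 0.685, 0.279, 0.103 and 0.102). The direction was up with IL-4 in 2 of 3 donors and down with IL-33 in 3 of 3 and with CIS in 2 of 2.

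For these interferon genes, fits without 1 donor at the preset correlation kept the call with IL-33 (adjusted p = 5.09e-19 to 7.0e-06) and CIS (4.89e-16 to 1.23e-08), and ended it with IL-4 without donor 1 (0.534) and with IL-13 without donor 2 (0.218) or donor 3 (0.686). The preset treats genes as nearly independent, whereas the estimated correlation was 0.40 with IL-33 and 0.39 with CIS, so these fits exclude nothing. As 1 mean log2 CPM of the list per library, each donor's difference from vehicle had a 95% interval of 1.35 to each side. With IL-4 it lay above 0 in 1 donor (difference 1.54), and that of the next donor reached down to -1.19, so that a difference in 1 donor may be the cause there. With IL-33 and CIS the list was lower in each donor (-1.04 to -0.17 and -0.83 to -0.16) and no donor's interval excluded 0 (the less extreme reached up to 1.18), so that a difference in 1 donor cannot be told apart from one shared by the donors. Interferon genes that vary together between libraries stay a candidate explanation for all 5 comparisons, since the smallest adjusted p with an estimated correlation was 0.102. A response to IL-33 or CIS stays open too and was not tested.

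Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05. The real split of IL-4 against vehicle called 62 genes and the highest other split 7. For the combination against vehicle these were 59 and 0, and for IL-4 against IL-33 68 and 16, so that 1 split, the real one, reached the real count in these 3 comparisons. For IL-33 against vehicle and for the combination against IL-4 all 10 splits called 0 genes, with 641 and 602 genes at an unadjusted p under 0.05 in edgeR and 90 and 86 called by DESeq2 on the same genes in the real comparison. Among the 4 splits that part every donor pair, the highest other one called 2 genes for IL-4 against vehicle, and the other splits set libraries of 1 donor on the same side.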
